# Acquired deficiency of peroxisomal dicarboxylic acid catabolism is a metabolic vulnerability in hepatoblastoma

**DOI:** 10.1016/j.jbc.2021.100283

**Published:** 2021-01-13

**Authors:** Huabo Wang, Jie Lu, Xiaoguang Chen, Marie Schwalbe, Joanna E. Gorka, Jordan A. Mandel, Jinglin Wang, Eric S. Goetzman, Sarangarajan Ranganathan, Steven F. Dobrowolski, Edward V. Prochownik

**Keywords:** cancer metabolism, Ehhadh, fatty acid oxidation, hepatocellular carcinoma, metabolic reprogramming, oxidative phosphorylation, Warburg effect, peroxisome, AcCoA, acetyl coenzyme A, Cpt1a, carnitine palmitoyltransferase 1A, DDDA, dodecanedioic acid, ECM, extracellular matrix, Ehhadh, enoyl-CoA hydratase/3-hydroxyacyl CoA dehydrogenase, FAO, fatty acid oxidation, FDR, false discovery rate, HB, hepatoblastoma, HCC, hepatocellular carcinoma, HFDs, high-fat diets, OCRs, oxygen consumption rates, TCA, tricarboxylic acid, YAP, yes-associated protein

## Abstract

Metabolic reprogramming provides transformed cells with proliferative and/or survival advantages. Capitalizing on this therapeutically, however, has been only moderately successful because of the relatively small magnitude of these differences and because cancers may further adapt their metabolism to evade metabolic pathway inhibition. Mice lacking the peroxisomal bifunctional enzyme enoyl-CoA hydratase/3-hydroxyacyl CoA dehydrogenase (Ehhadh) and supplemented with the 12-carbon fatty acid lauric acid (C12) accumulate the toxic metabolite dodecanedioic acid (DDDA), which causes acute hepatocyte necrosis and liver failure. We noted that, in a murine model of pediatric hepatoblastoma (HB) and in primary human HBs, downregulation of Ehhadh occurs in association with the suppression of mitochondrial β- and endosomal/peroxisomal ω-fatty acid oxidation pathways. This suggested that HBs might be more susceptible than normal liver tissue to C12 dietary intervention. Indeed, HB-bearing mice provided with C12- and/or DDDA-supplemented diets survived significantly longer than those on standard diets. In addition, larger tumors developed massive necrosis following short-term DDDA administration. In some HBs, the eventual development of DDDA resistance was associated with 129 transcript differences, ∼90% of which were downregulated, and approximately two-thirds of which correlated with survival in numerous human cancers. These transcripts often encoded extracellular matrix components, suggesting that DDDA resistance arises from reduced Ehhadh uptake. Lower Ehhadh expression was also noted in murine hepatocellular carcinomas and in subsets of certain human cancers, supporting the likely generality of these results. Our results demonstrate the feasibility of C12 or DDDA dietary supplementation that is nontoxic, inexpensive, and likely compatible with more standard chemotherapies.

Cancer cells undergo numerous metabolic adjustments to acquire and maintain proliferative and survival advantages, and these represent essential features of the transformed state (1, 2, 3, 4, 5, 6, 7). The classic example of metabolic reprogramming is the Warburg effect, whereby the anerobic process of glycolysis continues or is even accelerated under aerobic conditions (7, 8, 9). The abundance of glycolytic intermediates provided by Warburg-type respiration is believed to serve as a ready source of the reducing equivalents, ribose sugars, nucleotides, and amino acids needed to sustain tumor growth. ATP production is also increased and may match or even exceed the levels attained by oxidative phosphorylation, the downregulation of which is a prominent feature of many cancers (8, 10, 11). Yet despite its diminished prominence, mitochondrial metabolism remains an important source of tricarboxylic acid (TCA) cycle–derived anabolic precursors, such as acetyl coenzyme A (AcCoA), *α*-ketoglutarate, succinate, and oxaloacetate (1, 12, 13). Indeed, the upregulation of pathways that provide anaplerotic sources of TCA cycle substrates is another important metabolic feature of many cancers (1, 2, 5, 13, 14, 15). Many studies have attempted, with variable success, to leverage some of the more prominent metabolic disparities between normal and transformed cells for therapeutic benefit (1, 4, 9, 14, 16, 17).

We previously observed that murine models of pediatric and adult liver cancer, namely hepatoblastoma (HB) and hepatocellular carcinoma (HCC), as well as their human counterparts, also remodel their metabolism and become more reliant on glycolysis than on fatty acid oxidation (FAO). Consistent with this, total mitochondrial mass and transcripts encoding virtually all enzymes in the mitochondrial-based β-FAO pathway are markedly downregulated (18, 19, 20, 21, 22).

In addition to β-FAO, most cells also engage in the nonenergy-generating ω-oxidation of very long–chain fatty acids >20 carbons in length. However, an additional role of this pathway is to catabolize a significant fraction of lauric acid, the 12-carbon medium-chain fatty acid that is too small to be efficiently transported by the fatty acid carrier carnitine palmitoyltransferase 1A (Cpt1a) and too large to enter mitochondria passively as do short-chain fatty acids. ω-oxidation initiates in the endoplasmic reticulum *via* reactions involving the cytochrome P450 members Cyp4a10 (CYP4a11 in humans) and Cyp4a14, with subsequent catabolism occurring *via* peroxisomal β-oxidation. Some of the end products of this pathway such as succinate and AcCoA can be utilized for anabolic purposes, whereas others, such as adipate and suberate, are excreted.

Lauric acid (hereafter C12) is the main fatty acid component of coconut oil (23) and is metabolized by hepatocytes to dodecanedioic acid (DDDA), a highly toxic dicarboxylic acid that is further metabolized by the bifunctional enzyme enoyl-CoA hydratase/3-hydroxyacyl CoA dehydrogenase (Ehhadh) (24). In contrast to normal mice, which readily tolerate either C12- or DDDA-enriched diets, *ehhadh−/−* mice accumulate high levels of DDDA, develop hepatic inflammation and necrosis, and succumb within days to acute liver failure (25, 26).

In addition to downregulating mitochondrial β-oxidation, we show here that experimental murine HBs and HCCs also markedly suppress the ω-oxidation/peroxisomal pathway (18, 20, 21). This suggested that these tumors and perhaps other cancers possess a metabolic vulnerability in the form of C12 and/or DDDA intolerance analogous to that of *ehhadh−/−* mice. Indeed, we also show that the life spans of HB-bearing mice can be significantly extended by dietary supplementation with C12 and/or DDDA provided shortly after tumor initiation. Similarly, large pre-existing tumors develop massive necrosis in response to short-term implementation of DDDA-enriched diets. Several different human cancer types, including HB and HCC, also show striking downregulation of *ehhadh* expression suggesting that these too might be sensitive to C12 and/or DDDA. Collectively, our studies identify a novel metabolic susceptibility that could be targeted *via* relatively simple means and with minimal toxicity without compromising standard chemotherapeutic options.

## Results

### C12- and/or DDDA-enriched diets extend the life span of HB-bearing mice

HBs were generated by hydrodynamic tail vein injection of Sleeping Beauty vectors encoding a patient-derived 90 bp in-frame oncogenic deletion mutant of β-catenin (hereafter, Δ(90)) and a missense mutant (S127A) of yes-associated protein (hereafter, YAP^S127A^), the terminal effector of the Hippo tumor suppressor pathway (19, 20, 21, 22, 27). We refer to these HBs hereafter as Δ(90) tumors. After allowing 4 weeks for tumor initiation, the animals were divided into four dietary cohorts: (1) standard (control) diet, (2) standard diet + 10% (w/w) C12 in the form of glycerol trilaurate (C12 diet), (3) standard diet + 10% (w/w) DDDA (DDDA diet), and (4) standard diet + C12 and DDDA (10% w/w each) (C12 + DDDA diet). As previously reported, median survival in the former group was 14.2 weeks (19, 20, 21, 22, 27) (Fig. 1*A*). In contrast, survival among each of the other groups was significantly longer although they were similar among themselves (range, 22.8–28.6 weeks). These results show that two structurally distinct substrates of the ω-oxidation/peroxisomal pathway, both individually and together, significantly extended survival in this model of aggressive HB, which mimics the β-catenin and YAP dysregulation commonly encountered in human tumors (27, 28, 29, 30).

**Figure 1:**
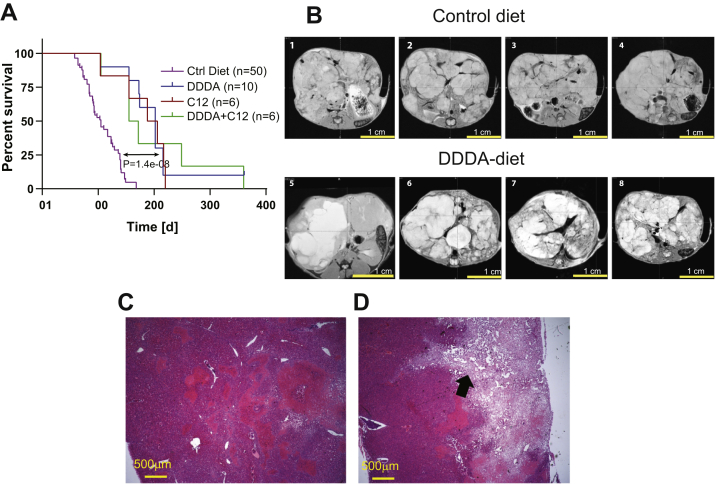
**C12 and DDDA diets impair long-term hepatoblastoma (HB) growth and induce massive necrosis.***A,* survival curves of HB-bearing mice. Each of the indicated cohorts was injected with Sleeping Beauty vectors encoding Δ(90) and YAP^S127A^ (19, 20, 21, 22, 27). One week later, the indicated diets were initiated for the remainder of the study. Kaplan–Meier survivals for each group were determined by the log-rank test. *B*, tumors were generated as described in *A* except that mice were maintained on standard diets for 8 weeks. Half of the mice were then provided DDDA diets, and the remaining mice were maintained on standard diets. MRIs were performed on each group at week 11. Representative axial sections from four mice in each group are shown. *C,* low-power magnification (5×) of a typical H&E-stained section from a standard diet HB obtained at the time of sacrifice. *D,* similar H&E section of a typical HB from a mouse maintained for 3 weeks on a DDDA diet as described in *B.* A large area of necrosis extending from the tumor surface into the parenchyma is indicated by the *arrow*. DDDA, dodecanedioic acid.

To determine whether the aforementioned interventions impacted the growth of larger HBs that better reflect human disease, we generated additional Δ(90) tumors, initiated DDDA diets in half the animals after tumors had attained a moderately large size at 8 weeks, and then evaluated the tumors 3 weeks later by MRI. As expected, mice maintained on standard diets had massive HBs that displaced adjacent organs. They also succumbed by week 12 to 13 with tumors of 10 to 14 g (Fig. 1*B*) (19, 20, 22). In contrast, tumors from mice maintained on DDDA diets showed areas of extensive necrosis that were confirmed by histologic examination of H&E-stained tumor sections (Fig. 1, *B*–*D*). Control HBs contained densely packed regions of small and round blue cells with the crowded fetal histology that typifies Δ(90) tumors and represents the most common HB subtype (19, 20, 21, 22, 27, 29, 30). While histologically similar, DDDA diet tumors contained large areas of consolidative necrosis. Together with the previous results, these findings indicate that C12 and/or DDDA slow HB progression and promote regression by inducing extensive tumor cell death.

### Tumors downregulate mitochondrial and peroxisomal FAO

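RNA-Seq was performed on 5 livers and 5 HBs from FVB mice fed a standard diet. The HBs had been induced by Sleeping Beauty-mediated delivery of Δ(90), a β-catenin deletion mutant, and YAP S127A, a nuclear form of the Hippo pathway effector. The livers came from 2 males and 3 females and the HBs from 3 males and 2 females, and the labels of sex matched the levels of Xist and Ddx3y in every library. The values are the authors' whole-number read counts for 36333 genes. They summed to 16548771 to 18348116 per liver (median 17243051) and to 16818785 to 19308728 per HB (median 18021311). All 10 libraries were read on 1 flow cell, but no lane held both livers and HBs, so tissue and lane cannot be separated. Counts were scaled by the TMM method and HBs were compared with livers by edgeR's quasi-likelihood F-test over the genes that edgeR's filterByExpr keeps. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05. Of 13830 genes tested, 3896 were higher and 3703 were lower in HBs. Levels are given as TMM-normalized CPM, counts scaled to library size, with the SD over libraries. Unless stated otherwise the scaling was done within each comparison, so the CPM of the same libraries differ between comparisons. Lists of genes were tested with fry, which asks whether the members of a list move on balance one way. Gene positions are those of GRCm38.p6.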

Δ(90) HBs coordinately downregulate mitochondrial mass by ∼80% as they switch their primary mode of energy generation from mitochondrial β-FAO to glycolysis (19, 20, 21, 22). We confirmed this but also observed a similar downregulation of transcripts for endosomal ω- and peroxisomal FAO (hereafter, ω-/peroxisomal FAO), which is responsible for the metabolism of very long chain fatty acids and C12 (24, 25, 31); as a group, they were 3.1-fold downregulated (*p* = 2.6 × 10^−12^; Fig. 2, *A* and *B*). These transcripts included those for Ehhadh (7.7-fold downregulated, *p* = 1.11 × 10^−16^) and the microsomal P450 cytochromes, Cyp4a10 and Cyp4a14, which catalyze the first step in the catabolism of C12 (13.1-fold and 35.8-fold downregulated, respectively, *p* = 4.31 × 10^−7^ and *p* = 6.98 × 10^−11^) (34). This paralleled an equally marked decline at the protein level (Fig. 2*C*).

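Of 30 genes of mitochondrial β-FAO, 25 were lower and 3 were higher in HBs than in livers (25 lower and 4 higher when adjusted over the list alone), and their mean log2 fold change was -0.89 (SD over genes 0.94). Cpt2, which hands acyl groups from carnitine to coenzyme A inside mitochondria, fell from 179 ± 17.9 CPM in livers to 49.0 ± 6.41 CPM in HBs (n = 5 each). Acsl1, which activates long chain fatty acids, fell from 989 ± 126 to 278 ± 27.6 CPM. The 3 that rose were Cpt1b and Cpt1c, the muscle and brain forms of carnitine palmitoyltransferase, with log2 fold changes of 1.86 and 1.81, and the enoyl-CoA isomerase Eci2 with 0.34. Cpt1a, the liver form, had a log2 fold change of -0.25 (adjusted p = 0.14). Of 38 genes of ω-/peroxisomal FAO, 32 were lower and 6 did not pass the test (33 lower and 1 higher when adjusted over the list alone). The mean log2 fold change of this list was -1.71 (SD over genes 1.19), which is 3.27-fold. Hsd17b4, the D-bifunctional protein of peroxisomes, fell from 564 ± 36.5 to 181 ± 23.6 CPM and Pecr, the peroxisomal trans-2-enoyl-CoA reductase, from 292 ± 31.6 to 36.4 ± 17.8 CPM. Of 16 genes of peroxisome biogenesis, 15 were lower (16 when adjusted over the list alone). Among them, the import receptor Pex5 fell from 213 ± 5.31 to 93.3 ± 10.2 CPM. The adjusted p from fry was 6.6e-06 for β-FAO, 2.0e-05 for ω-/peroxisomal FAO and 2.0e-05 for peroxisome biogenesis. Camera, which compares each list with the other genes, gave an adjusted p = 0.21 for the first list, 0.21 for the second and 0.23 for the third with an estimated correlation between members. With a preset correlation camera gave adjusted p of 2.8e-09, 6.3e-09 and 7.6e-08. Of 18 hepatocyte markers, 12 were lower in the same comparison (13 when adjusted over the list alone, mean log2 fold change -2.05, adjusted p from fry 9.1e-05, adjusted p = 0.35 with an estimated correlation), and all 8 cholangiocyte markers tested were higher (8 when adjusted over the list alone, mean 4.18, adjusted p = 0.21 with an estimated correlation).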

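Ehhadh, the peroxisomal bifunctional enzyme that acts on enoyl-CoAs of dicarboxylic acids (NCBI Gene 74147), lies on chromosome 16 from 21761285 to 21787834. Its transcript fell from 421 ± 145 CPM in livers to 54.3 ± 7.30 CPM in HBs (n = 5 each), a log2 fold change of -2.95 (SE 0.23, adjusted p = 2.2e-06) or 7.75-fold. Every HB lay below every liver (exact permutation test, two-sided p = 0.00794, the smallest that 5 against 5 allow). Cyp4a10 and Cyp4a14, which hydroxylate the ω-carbon of fatty acids, lie near each other on chromosome 4. Their log2 fold changes were -3.72 (SE 1.11, adjusted p = 0.014), or 13.2-fold, and -5.17 (SE 1.23, adjusted p = 0.0039), or 36.1-fold. Without liver c7 these falls were 7.78-fold (adjusted p = 0.035) and 21.0-fold (adjusted p = 0.0085). The groups overlapped for both, Cyp4a10 at 3.84 to 562 CPM in livers and 4.82 to 24.0 CPM in HBs (exact permutation p = 0.17) and Cyp4a14 at 2.09 to 354 and 1.77 to 6.27 CPM (exact permutation p = 0.15). In females, Cyp4a10 fell by 4.01 and Cyp4a14 fell by 5.42 on the log2 scale, whereas in males the log2 fold changes were 1.23 (adjusted p = 0.11) and 0.31 (adjusted p = 0.68). The difference between the sexes, a test chosen after the values were seen, was 5.24 for Cyp4a10 (adjusted p = 0.020) and 5.74 for Cyp4a14 (adjusted p = 0.0079). It no longer passed for Cyp4a10 without liver c1 (adjusted p = 0.069), liver c4 (0.13), HB s1799 (0.10) or HB s1800 (0.12), nor for Cyp4a14 without liver c4 (0.071) or HB s1800 (0.054). With sex as a covariate the log2 fold changes between HBs and livers were -1.54 for Cyp4a10 (adjusted p = 0.30) and -2.99 for Cyp4a14 (adjusted p = 0.055). Ehhadh fell in both sexes, by 3.31 in females and by 2.42 in males on the log2 scale.

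**Figure D1:**
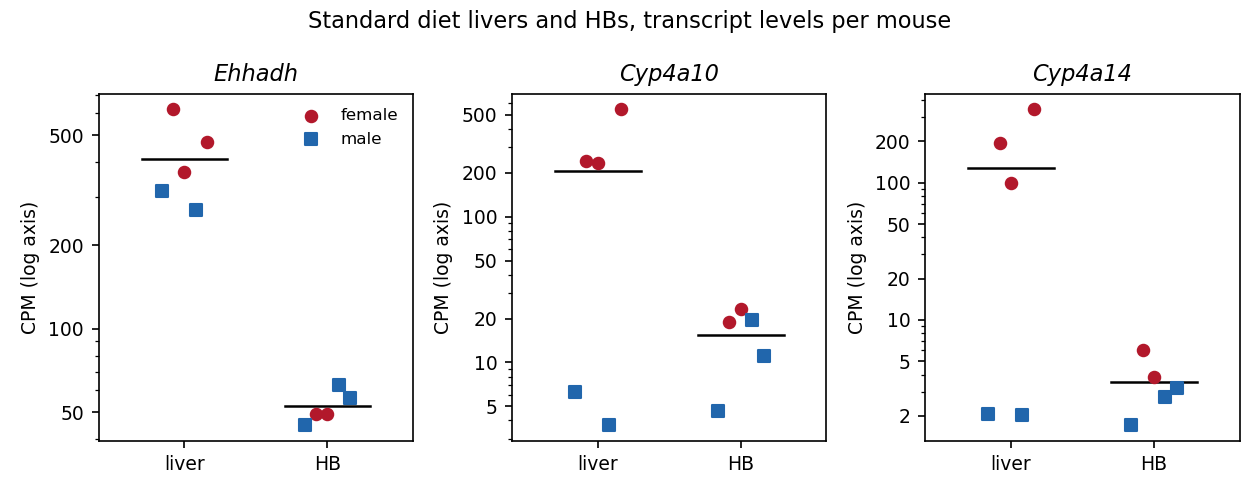
TMM-normalized CPM (log axis, on the scale of all 20 libraries) of Ehhadh, Cyp4a10 and Cyp4a14 in livers and HBs of mice on the standard diet. Each point is 1 library, the colors give the sex, and the lines are the means of 5 libraries. The 2 male livers have the lowest liver levels of Cyp4a10 and Cyp4a14.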

**Figure 2:**
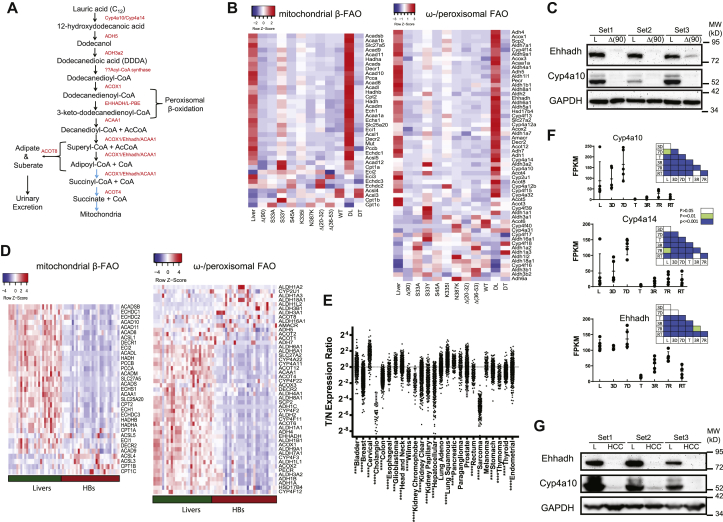
**Parallel downregulation of the β-fatty acid oxidation (β-FAO) and ω-/peroxisomal-FAO pathways in murine and human cancers.***A,* the pathway of C12 metabolism. ω-oxidation initiates in endosomes and is catalyzed by Cyp4a10 and Cyp4a14. The resulting dicarboxylic acids, including DDDA, are further catabolized in this compartment and the peroxisome. The ultimate products, adipate and suberate, are excreted in urine, whereas succinyl-CoA and succinate supply the tricarboxylic acid cycle or other biosynthetic pathways. *B*, RNA-Seq results. Heat maps showing transcript levels for mitochondrial β-FAO and ω-/peroxisomal-FAO pathways in livers and Δ(90) hepatoblastomas (HBs) maintained on standard and DDDA diets for 3 weeks. DL and DT = livers and tumors, respectively, from DDDA-diet cohorts. In addition, transcripts are shown from standard diet–maintained tumors generated by other previously described patient-derived β-catenin mutants (22). *C,* enoyl-CoA hydratase/3-hydroxyacyl CoA dehydrogenase (Ehhadh) and Cy4a10 protein expression from three independent sets of livers and Δ(90) β-catenin mutant–generated HBs, all from mice maintained on standard diets. *D,* heat maps as described in *B* generated from the RNA-Seq results of 25 human HBs (32). *E*, expression of Ehhadh transcripts from the indicated human tumors (T) relative to that of matched and normal control tissues (N) from The Cancer Genome Atlas (TCGA) RNA-Seq data. *F,* absolute expression (FPKM) of transcripts encoding Cy4a10, Cyp4a14, and Ehhadh in tissues from mice bearing a doxycycline-responsive human Myc transgene. Results are taken from RNA-Seq data published by Dolezal *et al*. (18). L: control (Myc-suppressed) livers prior to Myc induction; 3 and 7 days: livers without obvious tumors 3 and 7 days after withdrawal of doxycycline and the induction of Myc; T: tumor samples approximately 4 weeks after the induction of Myc; 3R and 7R: regressing tumors 3 and 7 days following Myc silencing by doxycycline reinstatement. RT: recurrent tumor. Initial tumors were allowed to regress for approximately 3 months at which point no residual tumor could be detected (18, 33). Recurrent tumors were then induced by the removal of doxycycline and sampled after 3 to 4 weeks of tumor regrowth. Insets: *p* values between groups show on the abscissas and ordinates. *G,* expression of Ehhadh and Cyp4a10 in three sets of control livers and Myc-driven initial HCCs from F. FPKM, fragments per kilobase million.

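On the DDDA diet, 25 of 30 genes of mitochondrial β-FAO were lower in HBs than in livers and 1, Cpt1c, was higher (the same counts when adjusted over the list alone). Their mean log2 fold change was -1.07. Etfdh, which passes electrons from fatty acid oxidation to ubiquinone, fell from 373 ± 45.4 to 103 ± 24.1 CPM (n = 5 each) and Acads, the short chain acyl-CoA dehydrogenase, from 266 ± 31.0 to 88.6 ± 16.6 CPM. Of 37 genes of ω-/peroxisomal FAO, 32 were lower (33 when adjusted over the list alone) and the mean log2 fold change was -1.87, or 3.66-fold. The peroxisomal thiolase Acaa1b fell from 2062 ± 203 to 136 ± 76.4 CPM. Ehhadh fell from 1238 ± 391 to 88.8 ± 39.1 CPM, Cyp4a10 from 868 ± 411 to 53.4 ± 55.7 CPM and Cyp4a14 from 940.4 ± 419 to 54.9 ± 58.8 CPM, and for each the 5 HBs lay below the 5 livers. The adjusted p from fry was 2.8e-04 for β-FAO and 9.9e-05 for ω-/peroxisomal FAO. From camera it was an adjusted p = 0.32 for both lists with an estimated correlation. DT2264 was the lowest DDDA HB for ω-/peroxisomal FAO, at a mean log2 CPM of 4.95 against at least 5.85 in the others, and without it the mean log2 fold change of that list was -1.77. Of 18 hepatocyte markers, 10 were lower in HBs on this diet (11 lower and 1 higher when adjusted over the list alone, mean log2 fold change -1.74, adjusted p from fry 7.3e-04, adjusted p = 0.34 with an estimated correlation), and all 8 cholangiocyte markers tested were higher (8 when adjusted over the list alone, mean 3.86, adjusted p = 0.32 with an estimated correlation). Between HBs on the DDDA and the standard diet, edgeR called 0 of 30 members of the first list and 0 of 37 of the second, and 0 of each when adjusted over the list alone. At an unadjusted p under 0.05 there were 4 and 3, and DESeq2 called 1 in each list. The mean log2 fold changes there were -0.02 (adjusted p = 0.90) and 0.21 (adjusted p = 0.90). DDDA and standard diet libraries were read on different flow cells, so diet and sequencing run cannot be separated in that comparison.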

In concert with YAP^S127A^, numerous other patient-derived β-catenin mutants are tumorigenic in mice (22). These grow at different rates and display diverse histologic subtypes, which in some cases more closely resemble HCCs than HBs. However, like Δ(90) tumors, they all broadly downregulated β-FAO and ω-/peroxisomal FAO enzyme transcripts (Fig. 2*B*; (22)). The suppression of the latter pathway is thus widespread, occurs in parallel with mitochondrial β-FAO–related transcript downregulation, and is independent of tumor growth rate. The RNA-Seq transcriptional profiles of 25 previously reported primary human HBs (32) showed that, like murine HBs, these tumors also downregulated both β-FAO and ω-/peroxisomal pathways (Fig. 2*D*).

Among the 33 cancers in The Cancer Genome Atlas for which a sufficient number of samples plus matched control normal tissues were available, we identified at least six tumor types where ω-/peroxisomal-FAO transcripts as a group were significantly downregulated, although considerable variability was seen among individual tumors (Fig. S1). Those containing subsets with particularly low expression of Ehhadh included HCCs, cholangiocarcinomas, kidney cancers, and sarcomas (Fig. 2*E*).

Poorly differentiated aggressive HCCs arise in mice in response to the conditional overexpression of c-Myc (Myc) (18, 33). These tumors regress rapidly and completely following Myc silencing and recur following its re-expression. We followed Cyp4a10, Cyp4a14, and Ehhadh transcripts across this time course using our previously obtained RNA-Seq data (18). In contrast to Ehhadh transcripts, which remained unchanged during the earliest stages of tumor induction and prior to their actual appearance, Cyp4a10 and Cyp4a14 transcripts were initially induced in a time-dependent manner (Fig. 2*F*). However, all three transcripts coordinately fell to near undetectable levels in the tumors that subsequently appeared, thus mimicking their behavior in HBs (Fig. 2*B*). A partial normalization of transcripts, particularly those encoding Ehhadh, occurred during regression. Recurrent tumors, like the initial ones, also expressed low levels of all three transcripts. Finally, as documented with HBs, Ehhadh and Cyp4A10 protein levels were virtually undetectable in tumors (Fig. 2*G*).

Finally, we evaluated Ehhadh protein expression in select normal adult human tissues and cancers from the Human Protein Atlas (https://www.proteinatlas.org/ENSG00000113790-EHHADH/pathology/) that were chosen based on the transcript expression results from Figure 2*E* and Figure S1. Very low-absent staining was seen in a number of cholangiocarcinomas, HCCs, and kidney cancers relative to their normal tissues (Fig. S2*A*). We also examined a tissue microarray containing 40 primary HBs and found 25 of these (62.5%) to express low-undetectable levels of Ehhadh (Fig. S2*B*). In tumor areas where staining was patchy or of low intensity, it tended to be more associated with fetal-like HB morphology, whereas areas with embryonal and/or pleomorphic cellular content were always negative. Collectively, these results showed that the coordinate downregulation of the mitochondrial β-FAO and ω-/peroxisomal-FAO pathways occurs in both murine HBs and HCCs, that a similar downregulation occurs in other cancers, and that ω-/peroxisomal-FAO pathway suppression is a frequent albeit variable finding across certain human cancers, particularly HBs.

### Low levels of β-FAO and ω-/peroxisomal-FAO transcripts are predictive of shorter survival in several cancer types.

β-FAO- and ω-/peroxisomal-FAO–related transcript levels correlated in a number of human cancers and in at least six types, tumors with the lowest levels of both pathways' transcripts were associated with shorter median survival (Fig. 3, *A*–*F*). We previously noted an inverse correlation between mitochondrial β-FAO and glycolysis in HBs and HCCs and attributed this to the preservation of the Randle cycle, whereby these two competing metabolic pathways engage in a negative feedback loop in response to the activities of Cpt1a, phosphofructokinase, and the pyruvate dehydrogenase complex and their regulation by metabolites, such as ATP, AcCoA, malonyl CoA, and citrate (2, 18, 20, 21, 37, 38). In cervical squamous cell carcinoma and lung adenocarcinoma, tumors expressing the lowest β-FAO– and ω-/peroxisomal-FAO–related transcript levels tended to express higher levels of glycolysis-related transcripts, whereas clear cell kidney cancers associated with shorter survival expressed lower levels of glycolysis-related transcripts (Fig. 3*G*).

**Figure 3:**
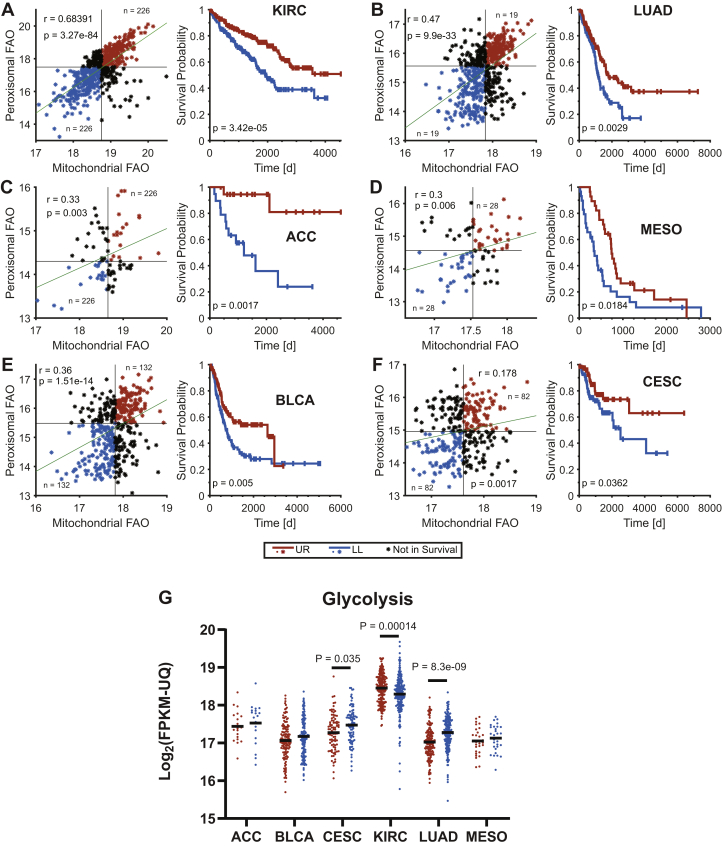
**Mitochondrial β-fatty acid oxidation (β-FAO)- and ω-/peroxisomal FAO-associated transcripts correlate directly with long-term survival in select cancers.** Transcripts used were those from Figure 2, *A* and *B* and Refs. (35) and (36)). FPKM-UQ values were obtained from the Genomic Data Commons-PANCAN dataset via the University of California Santa Cruz Xenabrowser (xena.ucsc.edu). Average expression for each set of transcripts was determined from all 33 cancers in The Cancer Genome Atlas (TCGA) and expressed as a dot plot, which was then divided into four quadrants, each containing approximately equal numbers of tumors. Long-term survival information was then obtained for the two quartile of patients whose tumors' transcript levels localized to the upper right and lower left portions of the dot plots. *A,* kidney renal clear cell carcinoma (KIRC). *B,* lung adenocarcinoma (LUAD). *C*, adrenocortical carcinoma (ACC). *D,* mesothelioma (MESO). *E,* bladder urothelial carcinoma (BLCA). *F,* cervical squamous cell carcinoma (CESC)/endocervical adenoma carcinoma. *G,* the average expression of transcripts encoding glycolytic enzymes (35, 36) was obtained from each of the aforementioned favorable and unfavorable survival cohorts. *p* values were determined using Welch's *t* test. FPKM-UQ, fragments per kilobase of transcript per million mapped reads upper quartile.

### The response to DDDA is associated with the induction of inflammatory markers and eventual DDDA resistance

The rapid onset of acute hepatic failure in *ehhadh−/−* mice provided DDDA-containing diets is associated with the induction of select transcripts encoding inflammatory markers and enzymes that participate in phase II antioxidant response and sphingomyelin biosynthesis (25). 

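The RNA-Seq set of the DDDA diet holds 5 livers (2 females, 3 males) and 5 HBs (4 females, 1 male) from mice fed 10% DDDA. The paper gives the time as 3 weeks and the sample labels as 3 to 4 weeks. Total counts per library were 18817404 to 23373175 in livers (median 19858869) and 18323912 to 29783324 in HBs (median 18910237). They were compared with the 5 livers and 5 HBs of standard diet mice by the same edgeR test, with 2 groups in each fit. The 10 standard diet libraries were read on 1 flow cell. Of the DDDA libraries, 4 livers and 4 HBs were read on a second flow cell, livers in 1 lane and HBs in another, and liver DL03 and HB DT3168 on yet another. No flow cell held both diets, so no value within a flow cell can be given for the diet. The authors' column names describe the standard diet reads as paired and trimmed and carry neither word for the DDDA reads. HB DT2264 stands apart from the other DDDA HBs. Its mean log2 CPM over the stellate cell and fibroblast markers was 5.91, over the endothelial markers 5.22 and over the smooth muscle markers 4.93, against at most 4.63, 3.74 and 2.69 in the others. DT2264 and DT2277 had the highest neutrophil markers, at 5.16 and 4.82. Some markers of these lists are in Tables S1 and S2, which the study chose on HBs that include these, so the lists are not fully independent. A test of the tumor response against the liver response used all 20 libraries.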

We evaluated several of these in the livers and HBs of mice maintained on standard or DDDA diets for 3 weeks at which time RNA-Seq was performed from regions of tumors containing healthy-appearing tissue. In HBs from the DDDA diet cohort, we noted significant increases in transcripts encoding macrophage migration inhibitory factor (Mif), phase II enzyme NAD[P]H:quinone oxidoreductase 1 (Nqo1), and the sphingolipid pathway enzymes delta 4-desaturase Degs1 and serine palmitoyl-transferase 2 (Sptlc2) (Fig. 4*A*). Together with the results presented in Figure 1, *B* and *D*, these findings indicate that, in response to 3 weeks of dietary DDDA, HBs upregulate some of the same markers detected in the livers of C12 diet–maintained *ehhadh−/−* mice (25).

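Mif, a cytokine that holds macrophages at sites of inflammation, was measured at 84.0 ± 18.3 CPM in HBs on the standard diet and 157 ± 71.9 CPM in HBs on the DDDA diet (n = 5 each), a log2 fold change of 0.90 (SE 0.27, adjusted p = 0.17). Nqo1, a quinone reductase induced by NRF2, was at 7.63 ± 2.06 and 12.9 ± 5.40 CPM, a log2 fold change of 0.75 (SE 0.30, adjusted p = 0.25). Degs1, which makes ceramide from dihydroceramide, was at 102 ± 9.46 and 143 ± 32.7 CPM, a log2 fold change of 0.48 (SE 0.15, adjusted p = 0.18), and each DDDA HB lay above each standard diet HB (exact permutation p = 0.00794). Sptlc2, a subunit of serine palmitoyltransferase, was at 59.6 ± 13.8 and 82.0 ± 19.3 CPM, a log2 fold change of 0.46 (SE 0.21, adjusted p = 0.30). None of these 4 transcripts passed the edgeR threshold over 14082 genes, and DESeq2 gave an adjusted p of 0.053 for Mif, 0.17 for Nqo1, 0.099 for Degs1 and 0.27 for Sptlc2. The authors' deposited table gives an unadjusted p of 1.7e-04 for Mif, and its p-values adjusted over the genes tested here are 0.012 for Mif, 0.35 for Nqo1, 0.16 for Degs1 and 0.28 for Sptlc2. A fit of all 20 libraries with a common spread gave an adjusted p of 0.028 for Mif and 0.035 for Degs1. Among DDDA HBs, Mif was highest in DT2264, at 213 CPM against 82.4 to 111 CPM in the other 4, on the scale of all 20 libraries. Of 17 genes of sphingolipid synthesis edgeR called 0, with 3 at an unadjusted p under 0.05 and 0 by DESeq2. Of 19 inflammatory mediators it called 0, with 4 at an unadjusted p under 0.05 and 1 by DESeq2, and in both lists it called 0 when adjusted over the list alone. Their mean log2 fold changes were 0.10 (adjusted p from fry 0.082) and -0.05 (adjusted p from fry 0.96).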

**Figure 4:**
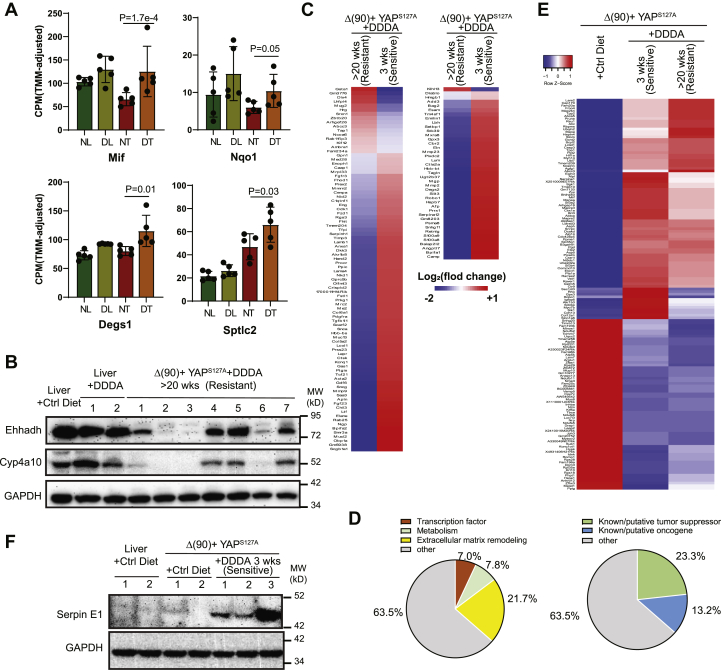
**Inflammatory mediators and properties of DDDA-diet–resistant tumors.***A,* levels of transcripts encoding the indicated inflammatory markers, phase II antioxidants, and sphingomyelin biosynthetic enzymes. Expression values (fragments per kilobase million) of the indicated transcripts were mined from RNA-Seq results of each cohort (N = 5/group). *B,* Ehhadh and Cyp4a10 protein expression in livers and tumors from mice maintained on standard diets and similar to those shown in Figure 2*C* were compared with those from mice maintained on DDDA diets for >20 weeks. Four sets of tissues from each group were analyzed. *C,* RNA-Seq analysis on tumor groups maintained for 3 weeks (Fig. 1*A*) or >20 weeks on DDDA-supplemented diets (N = 5/group). A total of 129 differences are shown here and includes both q < 0.05 and q > 0.05 but *p* < 0.001 groups. See Tables S1 and S2 for these gene sets. *D,* pie chart of the functional categories of transcripts depicted in *C* and Tables S1 and S2. *E,* RNA-Seq expression of the 149 differentially expressed transcripts in HBs maintained on standard diets *versus* DDDA diets for 3 weeks (N = 5/group). These transcripts comprised members of IPA pathways whose differences were the greatest between the tumor groups (Table S4). Also shown are the same transcripts from tumors that recurred following >20 weeks of DDDA-diet supplementation taken from panel C. *F,* expression of serpin E1 in the indicated tissues. DDDA, dodecanedioic acid; Ehhadh, enoyl-CoA hydratase/3-hydroxyacyl CoA dehydrogenase.

Despite objective responses to both long- and short-term C12 and/or DDDA diets (Fig. 1), HB-bearing mice eventually succumbed to progressive disease (Fig. 1*A*) with tumors no longer displaying the widespread necrosis that characterized the initial response (Fig. 1, *B* and *C*). Both Ehhadh and Cyp4a10 re-expression as a potential explanation for this acquired resistance were observed in some but not all tumors from mice maintained on DDDA diets for >20 weeks (Fig. 4*B*). We therefore performed another RNA-Seq analysis on tumors from the resistant cohort that maintained low levels of Ehhadh and Cyp4a10 expression and compared the results to the previously described HBs that initially responded to a 3-week DDDA diet with the intention of revealing the strategies employed by the former group to achieve ω-/peroxisomal-FAO pathway–independent DDDA resistance. To ensure inclusion of the broadest population of differentially expressed transcripts, we included those identified using any one of the three previously employed methods to quantify differential read counts, that is, edgeR, CLC Genomics Workbench, and DESeq2 (q < 0.05) and identified 41 differences. We then broadened the survey to include transcripts with q values >0.05 but *p* values <0.001 and identified an additional 88 differences (Fig. 4*C* and Tables S1 and S2).

About 112 of the aforementioned 129 transcripts (86.8%) were downregulated in the resistant cohort, with 23 of these (20.5%) being reduced >10-fold and only nine (8.0%) being reduced less than twofold. In contrast, none of the 17 upregulated transcripts were increased by >10-fold and eight (47.0%) were increased less than twofold. Thus, the resistant HB cohort was characterized by disproportionate and more robust transcript repression. About 28 (21.7%) mRNAs encoded structural components or remodelers of the extracellular matrix (ECM) or molecules functioning in cellular adhesion (Fig. 4*D*). Other prominent groups encoded transcription factors/coactivators (nine transcripts = 7.0%) and enzymes regulating metabolism or redox balance (10 transcripts = 7.8%). Perhaps most strikingly however, 30 (23.3%) transcripts encoded known or putative tumor suppressors, all but one of which were downregulated in resistant tumors. An additional 17 transcripts (13.2%) encoded known or putative oncoproteins or proteins that facilitate metastasis although only three of these were upregulated. Thus, in total, >70% of the differentially expressed transcripts between DDDA-sensitive and DDDA-resistant cohort encode proteins that likely alter tumor behavior, metabolism, and extracellular environment.

The transcripts listed in Tables S1 and S2 and their relationship to long-term survival were compiled from nearly 8000 samples of 17 different adult human cancers archived in The Human Protein Atlas (version 19.3) (https://www.proteinatlas.org/humanproteome/pathology). This showed that the expression of 63.6% of the transcripts (82 of 129) correlated with survival in one or more tumor types (Table S3). In 145 of the 181 matches identified (80.1%), the correlation with survival was concordant (*p* = 1.78 × 10^−7^, Pearson's Chi^2^ test). In addition, the tumor types in which these correlations were observed were not random. For example, the three most common kidney cancers (clear cell renal cancer, papillary renal cancer, and chromophobe renal cancer) and HCC (hepatocellular carcinoma) were found to have the most frequent associations (92 and 22 examples, respectively), whereas only a single association or none at all was seen for gliomas, melanomas, and cancers of the prostate and testes. These results indicate that DDDA-resistant HBs tended to downregulate transcripts associated with longer survival and upregulate transcripts associated with shorter survival and that these relationships were preserved in select subsets of tumors.

Finally, we asked if we could gain insight into the underlying mechanism(s) of tumor cell killing in response to short-term C12- or DDDA-supplemented diets. We therefore again exploited edgeR, CLC Genomics Workbench, and DESeq2 to identify differentially expressed transcripts in tumors from mice maintained on standard *versus* DDDA-enriched diets for 3 weeks. Depending on the analytic method used, the two tumor cohorts differed in the expression of 254 to 396 transcripts. Of these, 149 were identified by all three analytic methods (q < 0.05), with 84 being upregulated in the 3-week DDDA dietary group and 65 being downregulated (Fig. 4*E*). 

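Between HBs on the 2 diets, 14 genes were higher and 28 lower on the DDDA diet of 14082 tested with edgeR. Hif1a, the oxygen-regulated transcription factor subunit, Egln3, a prolyl hydroxylase that marks it for degradation, and Cd36, a fatty acid transporter, were among those that rose. Cd36 went from 77.1 ± 21.6 to 258 ± 64.6 CPM (n = 5 each, log2 fold change 1.74, adjusted p = 0.014) and Egln3 from 21.1 ± 4.26 to 77.1 ± 36.8 CPM (log2 fold change 1.87, adjusted p = 0.042). Of the genes that rose, 6 were gamma protocadherins, adhesion proteins whose transcripts share their last exons, with log2 fold changes of 4.07 to 6.17. The largest fall was that of the replication-dependent histone gene Hist1h2ao, from 81.2 ± 25.9 to 0.29 ± 0.20 CPM (adjusted p = 2.0e-04), followed by the imprinted long noncoding RNA Kcnq1ot1, from 16.4 ± 6.51 to 2.30 ± 0.69 CPM (adjusted p = 0.014). Between livers of the 2 diets, the log2 fold change was -8.94 for Hist1h2ao and 4.33 for the protocadherin Pcdhgc3, both called with all libraries. No flow cell held both diets, so diet and sequencing run cannot be separated for any of these changes. As the gamma protocadherins share exons, their 6 calls may not be independent. At an unadjusted p under 0.05 there were 2299 genes, and in 659 genes the groups did not overlap, where chance gives 0.794%. DESeq2 called 337 higher and 404 lower, and the authors' p-values adjusted over the genes tested here called 245 higher and 185 lower. The edgeR count depended on single libraries. It was 60 higher and 63 lower without DT2264, 5 and 13 without DT2270, 3 and 4 without DT2277, 3 and 7 without DT3167, 11 and 12 without DT3168, 2 and 6 without s1758, 1 and 4 without s1799, 3 and 14 without s1800, 0 and 2 without s2138 and 0 and 1 without s2139. With both DT2264 and DT2277 left out, a choice made after seeing the data, it was 85 higher and 90 lower, and with sex as a covariate 5 higher and 7 lower. Cd36 did not pass without s1758, s1799, s2138 or s2139 (adjusted p 0.055 to 0.072), Kcnq1ot1 without s2138, s2139 or DT2277 (0.051 to 0.072), and Egln3 without any of 9 libraries, all but DT2264 (0.050 to 0.14). Hist1h2ao passed in each.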

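The 149 transcripts were taken from Table S4 with the paper's fold changes, 84 up and 65 down. They were chosen by the study on these same libraries, so their direction here is not independent evidence. Of them, 142 were tested, and all 142 had the direction of Table S4 and an unadjusted edgeR p under 0.05. Over all genes, 25 passed, 6 higher and 19 lower, with adjusted p of 0.014 to 0.24 over the whole set; adjusted over the list alone, all 142 passed. Those that passed included Abcc3, an exporter of bile acid and drug conjugates, at 108 ± 23.9 CPM on the standard diet and 255 ± 44.9 CPM on the DDDA diet (n = 5 each, log2 fold change 1.23, adjusted p = 0.033), the stress kinase Map2k4, the gel-forming mucin Muc6 and the nucleoside diphosphate kinase Nme3. DESeq2 called 137 of the 149 and the authors' p-values adjusted over the genes tested here called 138. By edgeR, DESeq2 and the authors' p-values together, 42 genes of the whole set passed all 3, 14 higher and 28 lower, and 892 passed at least 1. Without DT2264 and DT2277, all 142 again had the direction of Table S4 and 44 passed. Abcc3 did not pass without s1758 (adjusted p = 0.070), s1799 (0.070), s1800 (0.050), s2138 (0.057), s2139 (0.13), DT2277 (0.060), DT3167 (0.062) or DT3168 (0.058).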

Functional categorization of these transcripts using Ingenuity Pathway Analysis software showed that at least 22 of these transcripts could be grouped into several major pathways that included mitochondrial, electron transport chain, and ribosomal/eukaryotic translation initiation factor 2 functions (Table S4). 

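Of 79 cytosolic ribosomal protein genes, 1 was lower in DDDA HBs than in standard diet HBs (9 lower when adjusted over the list alone), and the mean log2 fold change was -0.44. That gene was Rpl34, a protein of the large subunit, at 9.11 ± 2.22 and 3.38 ± 0.61 CPM (n = 5 each, adjusted p = 0.042). Of 38 subunits of complexes II to V, 1 was lower (4 when adjusted over the list alone), with a mean of -0.27. It was Atp5k, a subunit of ATP synthase, at 49.7 ± 14.8 and 18.5 ± 5.19 CPM (adjusted p = 0.042). Table S4 holds 4 members of the ribosomal list, Rpl35a, Rps18, Rps28 and Rps29, with log2 fold changes of -1.52 for Rpl35a and -0.97 to -1.02 for the others, and adjusted p of 0.060 to 0.14. It was the list's direction that fry tested, and the adjusted p was 0.43 for the ribosomal genes and 0.53 for complexes II to V. Camera gave 1.4e-15 and 3.1e-04 with a preset correlation, and an adjusted p = 0.75 for both with an estimated correlation. The transcripts of these lists are short, with a median length of 890.2 and 860 bases against 3858 for all genes tested. With a per-library trend of counts against length removed, the mean log2 fold changes were -0.16 and 0.02. The sexes were unequal, and among standard diet HBs the mean log2 CPM of ribosomal genes was 8.10 to 8.41 in 3 males and 7.72 to 7.93 in 2 females. Rpl34 passed only with all libraries, without s1800 or without DT2264, and Atp5k only with all libraries or without DT2264. Their adjusted p was 0.071 to 0.14 and 0.050 to 0.14 in the other cases.

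**Figure D2:**
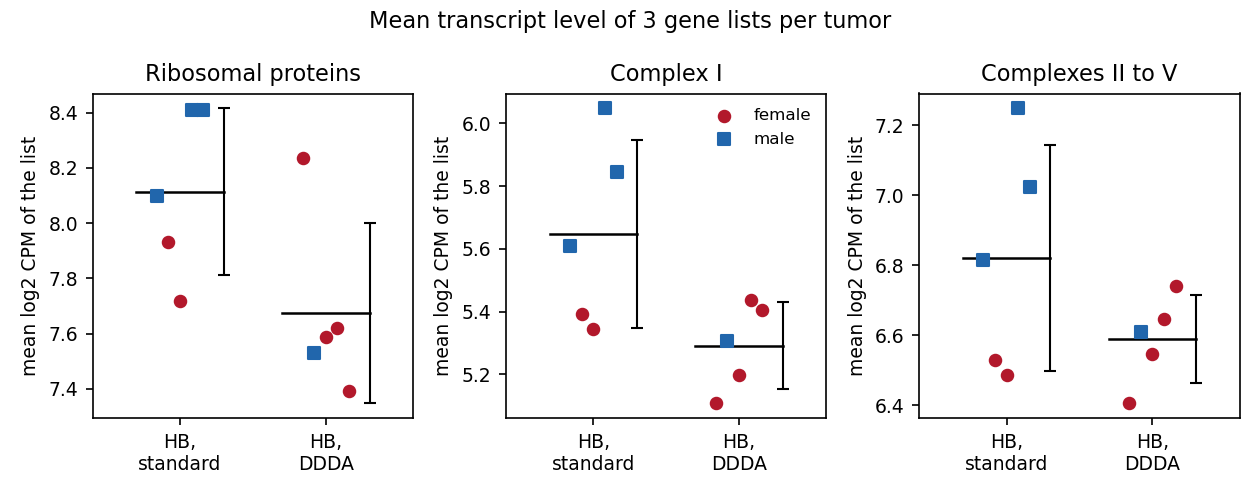
Mean log2 CPM of the cytosolic ribosomal protein genes, complex I subunits and complexes II to V subunits in HBs on the standard and DDDA diets. Each point is 1 library with its sex, and bars are the mean ± SD of 5 libraries. DT2264 has the highest ribosomal level of the DDDA HBs at 8.24.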

Additional upregulated transcripts encoded Caspase 3 and members of the nuclear factor erythroid 2–related factor 2 oxidative stress response pathway, including, serpinE1, Hif1α, and glutathione-*S*-transferase m5. 

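Hif1a rose from 43.0 ± 5.37 CPM in standard diet HBs to 73.3 ± 9.71 CPM in DDDA HBs (n = 5 each), a log2 fold change of 0.77 (SE 0.13, adjusted p = 0.042), and every DDDA HB lay above every standard diet HB. Gstm5, a glutathione S-transferase, was at 19.5 ± 4.61 and 31.2 ± 5.32 CPM (log2 fold change 0.68, SE 0.19, adjusted p = 0.14). DESeq2 called both, with adjusted p of 1.0e-05 for Hif1a and 0.033 for Gstm5, and so did the fit of all 20 libraries for Gstm5 (0.020). Of 31 targets of NRF2, the transcription factor of the oxidative stress response, edgeR called 1 higher, Abcc3 (2 higher when adjusted over the list alone). Their mean log2 fold change was 0.49, and in all 5 DDDA HBs the mean level of the list lay above that of the 5 standard diet HBs (exact permutation p = 0.00794, or 0.27 adjusted over the lists). The adjusted p from fry was 0.082 for a shift in one direction and 0.030 for change in either direction. From camera it was 6.4e-05 with a preset correlation and an adjusted p = 0.73 with an estimated correlation. The list passed without DT2264 (adjusted p = 0.031). The Hif1a call rested on most libraries, since without any one of s1758, s1799, s1800, s2138, s2139, DT2270, DT2277, DT3167 or DT3168 its adjusted p was 0.050 to 0.14, and with sex as a covariate it was 0.092.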

Tumors from mice maintained on DDDA-supplemented diets for >20 weeks showed a pattern of expression more akin to that of the 3-week DDDA tumor group with the exception of a group of 12 transcripts that was uniformly highly downregulated so as to resemble the expression pattern of control livers (Fig. 4*E* and Table S5). At least eight of these (67%) encoded proteins with established roles in endothelial cell function and ECM environment and its remodeling. These findings suggested that the initial response to dietary DDDA involves altered regulation of oxidative phosphorylation and the electron transport chain, protein translation, and the oxidative stress response. 

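The responses of HBs and livers to the DDDA diet were compared gene by gene. Over 14502 genes, edgeR called none as differing between the tissues, with 877 at an unadjusted p under 0.05, and DESeq2 called 7 in which the response of HBs was the higher and 4 in which it was the lower. By edgeR 1 gene passed without s2138, 1 without s2139 and 1 without DT2264. In simulated data this test recovered 2% of genes changed 1.5-fold, 32% changed 2-fold and 80% changed 4-fold. The lack of calls therefore does not show that the tissues respond alike. Of the transcripts in Table S4, 138 could be tested in livers, which share no library with the HBs but were read on the same flow cells as the HBs of their diet, so that a difference between runs would reach both tissues. In 128 of these, 92.8%, the change in livers had the direction seen in HBs, against 68.1% of all 12569 genes tested in both. The liver change was called in that direction for 73 and in the other for 2. Averaged in the direction of Table S4, the log2 fold change was 1.16 in HBs and 0.52 in livers (exact permutation p = 0.00794 for the livers). Of the transcripts that Table S4 lists as down, 59 could be tested in both tissues. All 59 had negative log2 fold changes in livers, and 42 of them were called. Among the 59 were the complex I subunits Ndufa3 and Ndufs6, with log2 fold changes of -0.70 and -0.74. The difference between the tissues did not pass the test for the ribosomal proteins (difference in mean log2 fold change -0.22, adjusted p from fry 0.79) or the NRF2 targets (-0.25, 0.70). From the functions of the transcripts that differ between the HBs of the 2 diets, the paper proposes that the first response to DDDA alters oxidative phosphorylation and electron transport, translation and the response to oxidative stress.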

With time, DDDA-resistant tumors in addition downregulate the expression of genes involved in cellular adhesion and ECM remodeling.

The second most highly upregulated transcript in 3-week DDDA tumors (8.2-fold induced relative to standard and control diet tumors and 60.4-fold induced relative to liver) was that encoding serpin E1, also known as plasminogen activator inhibitor 1, which, in addition to its canonical role in fibrinolysis, also participates in tumor growth, angiogenesis, metastasis, and ECM remodeling (39). We recently showed serpin E1 levels to be modestly elevated in HBs generated by Δ(90) + YAP^S127A^ but highly induced in response to concurrent nuclear factor erythroid 2–related factor 2 dysregulation. Moreover, the enforced hepatic coexpression of serpin E1 with Δ(90) + YAP^S127A^ + serpin E1, while not influencing tumor growth rates, was associated with widespread tumor parenchymal necrosis (https://www.biorxiv.org/content/10.1101/2020.09.13.295311v1). We confirmed the low-level upregulation of serpin E1 protein in standard diet–maintained HBs, and its marked induction in HBs maintained for 3 weeks on DDDA diets, during which time they developed the extensive necrosis depicted in Figure 1*B* (Fig. 4*F*).

### Effects of DDDA diets on liver and tumor metabolism

The normal liver is more reliant on β-FAO than glycolysis as its primary energy source, whereas the reverse is true for HBs and HCCs (18, 19, 22, 38). This is consistent with Warburg-type respiration but is not irreversible as it can be partially normalized by high-fat diets (HFDs), which restore liver-like levels of β-FAO, slow tumor growth, and extend survival (38). This “forced metabolic normalization” likely reflects the preservation of Randle cycle regulation discussed previously and the need for high rates of glycolysis to sustain tumor growth at maximal levels (2, 37, 38).

To determine whether DDDA diets might be contributing to HB inhibition *via* a similar mechanism, we compared oxygen consumption rates (OCRs) of partially purified mitochondria from the livers and tumors of the cohorts shown in Figure 1*A* in response to several standard and anaplerotic TCA cycle substrates (Fig. 5, *A*–*C*) (18, 19, 22, 38). Consistent with our previous findings, total OCRs were significantly reduced in control diet tumors relative to control diet livers (Fig. 5*A*) with a somewhat greater contribution being made by complex II in each case (Fig. 5, *B* and *C*). This was consistent with the marked reduction in mitochondrial mass documented in murine HBs and HCCs (18, 19, 22, 38). Interestingly, each of two “outlier points” with the highest OCRs originated from mice with the longest survival. A determination of mitochondrial mass in these two tumors, based on quantification of their mitochondrial DNA content, did not show any significant differences relative to other members of their cohort indicating that the normalization of their responses was due to a more efficient utilization of substrates.

**Figure 5:**
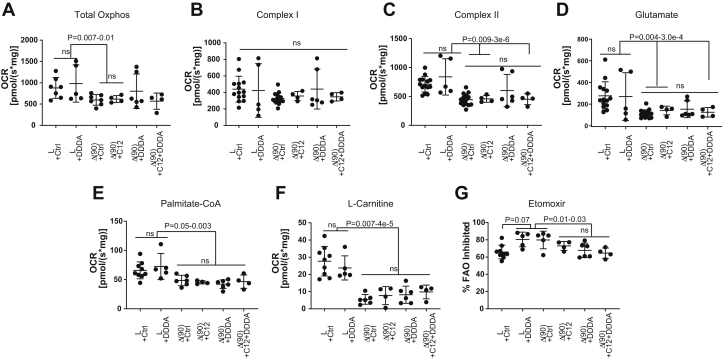
**Oxygen consumption rates (OCRs) in livers and tumors from mice maintained on standard, C12-, or DDDA-enriched diets.** Mitochondria were isolated from livers and hepatoblastomas of mice maintained on the indicated diets (Fig. 2*A*), and OCRs were determined as previously described (18, 19, 20, 21, 22). *A,* total oxidative phosphorylation (Oxphos) in response to the addition of cytochrome c, malate, ADP, pyruvate, glutamate, and succinate. *B* and *C,* complex I and complex II activities activity. *D,* the glutamate response was determined after the addition of cytochrome c, malate, ADP, and pyruvate. *E,* OCRs in response to palmitoyl-CoA were determined following the addition of cytochrome c, malate, ADP, and l-carnitine. *F,* OCRs in response to l-carnitine were determined following the addition of cytochrome c, malate, and ADP. *G,* the fraction of β-FAO that was Cpt1a dependent was determined following the addition of etomoxir to palmitoyl-CoA– and l-carnitine–supplemented reactions as described in *E.* DDDA, dodecanedioic acid.

Rather than increasing glutaminolysis as occurs in many tumors and cancer cell lines (1, 5), HBs actually decrease this activity indicating that they are not reliant on the anaplerotic delivery of glutamate-derived α-ketoglutarate (19, 22, 38). This remained the case in HBs from mice on C12, DDDA, and C12 + DDDA diets (Fig. 5*D*).

Finally, we examined β-FAO in two ways. First, we measured the response to palmitoyl-CoA following the addition of all necessary substrates including l-carnitine (Fig. 5*E*). This allowed us to ascertain the inherent activity of mitochondrial β-FAO in a nonsubstrate-limiting manner. Second, we measured the response to l-carnitine in the absence of exogenous palmitoyl-CoA as an indirect way of quantifying the pre-existing stores of fatty acyl-CoA derivatives that were available for immediate Cpt1a-mediated transport into the mitochondrial matrix (Fig. 5*F*). All tumors, regardless of the diets upon which the animals had been maintained, showed similar responses. Finally, the loss of palmitoyl-CoA oxidation in response to etomoxir-mediated Cpt1a inhibition was less pronounced in tumors from C12 and/or DDDA diet–maintained mice (Fig. 5*G*). This suggested that these HBs were more reliant on short chain fatty acids whose mitochondrial oxidation is Cpt1a independent. Alternatively, they may have adapted to the high levels of succinate provided by C12/DDDA catabolism (Fig. 2*A*). 

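Of 36 nuclear-encoded subunits of complex I, the NADH dehydrogenase of the electron transport chain, 2 were lower in HBs on the DDDA diet than in HBs on the standard diet (12 lower and 2 higher when adjusted over the list alone). These were the accessory subunits Ndufa3, at 56.1 ± 12.1 and 26.3 ± 4.28 CPM (n = 5 each, log2 fold change -1.09, adjusted p = 0.034), and Ndufs6, at 96.7 ± 28.3 and 41.8 ± 6.49 CPM (log2 fold change -1.21, adjusted p = 0.042). Table S4 lists these and 3 others, Ndufb2, Ndufb11 and Ndufs5, with log2 fold changes of -0.95, -0.86 and -0.99 and adjusted p of 0.060, 0.057 and 0.060. The mean log2 fold change of the 36 was -0.39 (adjusted p from fry 0.32). Camera gave an adjusted p of 4.5e-11 with a preset correlation and an adjusted p = 0.75 with an estimated correlation. With the trend of counts against transcript length removed, the mean was -0.12, the adjusted p was 0.23 for Ndufa3 and 0.057 for Ndufs6, and with sex as a covariate it was 0.089 and 0.11. Ndufa3 passed only with all libraries, without DT2264 or without DT3168, and Ndufs6 only with all libraries, without s1800 or without DT2264. The other omissions of 1 library gave adjusted p of 0.050 to 0.13 and 0.068 to 0.14.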

Subtle alterations in complex I function, as suggested by the dysregulation of several transcripts encoding complex I subunits (Fig. 4*E*) in DDDA diet–maintained mice, might also have contributed. In sum, these results indicated that, despite the large-scale oxidation of C12 and DDDA by the ω-/peroxisomal-FAO pathway and its provision of TCA substrates such as succinate (Fig. 2*A*), overall mitochondrial function in response to standard substrates was, with minor exceptions, largely unaffected.

## Discussion

The optimization of tumor growth and survival in response to metabolic reprogramming is well documented and theoretically affords unique therapeutic opportunities, including those based on dietary manipulation (1, 2, 4, 6, 7, 40, 41, 42). The latter include caloric restriction or glucose deprivation, which reduce Warburg-type respiration and temper insulin and/or insulin-like growth factor signaling (4, 43, 44, 45, 46). The ensuing changes in the microenvironmental nutrient supply can impact tumor cell signaling pathways, growth, and chemotherapeutic sensitivity (9, 47, 48, 49).

We previously exploited a mouse model of HCC in which preservation of the Randle cycle allowed the suppression of glycolysis by β-FAO in response to HFDs, thereby impairing tumor growth and extending survival (38). A confirmatory analysis of primary human cancers showed that at least six tumor types with high β-FAO:glycolysis transcript ratios were also associated with significantly longer survival (38). Nondietary approaches to achieving similar results include the direct pharmacologic inhibition of glycolysis, glutaminolysis, and fatty acid synthesis or the specific targeting of mutant enzymes that generate oncometabolites (14, 15, 50, 51).

The common feature of the aforementioned approaches is that they restrict the overproduction of metabolites that are needed by transformed cells to maximize proliferation and/or block differentiation. For example, in addition to generating ATP, Warburg respiration produces glucose-6-phosphate, the initial substrate for the pentose phosphate pathway, as well as reducing equivalents in the form of NAD(P)H. It further provides 3-phosphoglycerate for serine, glycine, and purine nucleotide biosynthesis and pyruvate, which furnishes alanine and other amino acids and the anaplerotic TCA cycle substrate oxaloacetate. Similarly, glutaminolysis is an anaplerotic source of α-ketoglutarate, another TCA cycle intermediate, which supplies aspartate and asparagine as well as citrate *via* reductive carboxylation (2, 47, 48, 49, 50, 51, 52). Finally, the neomorphic activity of isocitrate dehydrogenase missense mutants generates the novel oncometabolite 2-hydroxyglutarate, which maintains the undifferentiated state of the blast cell population in acute myelogenous leukemia (53, 54). Inhibition of this mutant enzyme can induce terminal differentiation and hematologic remission (54, 55).

A limitation of the aforementioned approaches is that they typically reduce tumor cell proliferation without necessarily eliminating the malignant clone. Compensatory metabolic adaptation can also circumvent such therapies by reducing the initial dependence on the targeted pathway (55, 56). Cancer stem cells may also be less susceptible to such interventions either because of their inherent quiescence and/or because of their different metabolic dependencies (16). Finally, pharmacologic inhibition of cancer cell metabolic pathways is often limited by a narrow therapeutic window since the targets are seldom unique and are invariably active in normal cells as well.

The approach taken in the current work differs from those described previously in that it capitalizes on the tumor-specific loss of expression of a specific enzyme. This approach was inspired by the metabolic disorder type I hereditary tyrosinemia, in which the absence of fumarylacetoacetate hydrolase leads to the accumulation of the hepatotoxic metabolite fumarylacetoacetate and ultimately to liver failure (57). The acquired Ehhadh deficiency of HBs is conceptually similar except for its confinement to the transformed hepatocyte population. The fact that both normal and tumor-bearing mice tolerate high dietary burdens of C12 and DDDA, either alone or in combination and without evidence of overt toxicity (25), speaks to a high therapeutic index that is difficult to achieve with other approaches.

Tumor inhibition by either C12 and DDDA (Fig. 1) supports the idea that this is due to the accumulation of ω-/peroxisomal-FAO pathway–related metabolites–most likely DDDA itself–rather than to off-target effects. The fact that C12 and DDDA were not additive in extending survival also supports this idea and further indicates that the maximal antitumor effect is achieved with either compound. This was somewhat surprising in the case of C12 given the marked downregulation of the two cytochrome P450 enzymes (Cyp4a10 and Cyp4a14) that participate in the proximal catabolism of C12 (Fig. 2, *A*–*C*). Sufficiently toxic levels of DDDA must therefore still accumulate in the face of C12-enriched diets despite the dramatic suppression of Cyp4a10 and Cyp4a14. The ensuing hepatotoxicity thus likely only requires levels of DDDA that can be generated by the reduced levels of these two cytochromes. The inability of C12 and DDDA to completely eliminate all tumor cells likely reflects their residual Ehhadh levels and/or their eventual adaptation to otherwise toxic levels of DDDA (Fig. 2, *C* and *G*).

The downregulation of Ehhadh and other ω-/peroxisomal-FAO pathway–related transcripts seen in murine HBs (Fig. 2*B*) was recapitulated in Myc-driven murine HCCs, human HBs, and subsets of several other human tumor types (Fig. 2, *D*–*F*) and closely correlated with protein levels (Fig. 2, *C* and *G*). In some cases, Ehhadh transcript downregulation was particularly dramatic with tumors showing >95% suppression relative to corresponding normal tissue (Fig. 2*E*). It is currently not clear whether loss of Ehhadh in other tumors would necessarily render them susceptible to C12 or DDDA or whether their toxic effects are hepatocyte specific. In mice with germ-line *ehhadh* gene knockout, the most striking effect of dietary supplementation is massive hepatic necrosis with no toxicity having been reported in other tissues (25). However, it is certainly conceivable that the rapidity with which lethal hepatic failure develops could mask more protracted consequences of DDDA accumulation elsewhere. Testing these compounds directly in nonhepatic cancers with documented downregulation of the ω-/peroxisomal-FAO pathway will be needed to establish the broader efficacy of this dietary approach.

The direct relationship between mitochondrial β-FAO– and ω-/peroxisomal-FAO–related transcript downregulation observed in murine and human HBs (Fig. 2, *B* and *D*) was seen in other cancer types, although, not unexpectedly, the correlations were somewhat more modest when tumors were considered as single homogeneous groups (Fig. 3, *A*–*F*). However, in six cases, tumor subsets with the lowest levels of these transcripts were associated with shorter survivals relative to those with the highest levels. In three cancer types, an inverse relationship was seen between the transcripts and those encoding enzymes of the glycolytic pathway (Fig. 3*G*) but in only two of these were higher levels of glycolytic transcript expression associated with shorter survival. As already discussed with regard to HB, this inverse correlation between FAO and glycolysis is consistent with the preservation of Randle cycle–type regulation and agrees with previous reports demonstrating that survival for some cancers is inversely correlated with glycolytic pathway activity (58, 59, 60, 61, 62, 63, 64). The prolongation of survival by normalizing β-FAO with HFDs and by reciprocally suppressing Warburg-type respiration (38) suggests that this approach could potentially be combined with C12- or DDDA-enriched diets to capitalize on the additional ω-/peroxisomal-FAO pathway vulnerability described here.

The eventual progression of tumors in all DDDA-treated mice, despite impressive initial responses (Fig. 2, *B*–*D*), was consistent with numerous other studies involving dietary interventions administered either singly or in combination with chemotherapeutic agents (4, 38, 43, 45, 65, 66). Resistant HBs that failed to re-express Ehhadh and Cyp4a10 (Fig. 4*B*) altered the expression of only 129 genes, nearly 90% of which were downregulated relative to those of DDDA-sensitive tumors (Fig. 4*E* and Tables S1 and S2). Despite its small size, this transcript collection may be an overestimate since we used three independent genomic analysis methods to identify its members and did not require that they necessarily agree. In some cases, we also liberalized the false discovery rate (FDR) and instead relied on *p* values of <0.001. Given these caveats, perhaps the most surprising finding of this analysis was the nature of the gene expression differences between the two tumor groups. Only 10 transcripts encoded metabolic enzymes or those functioning to counter oxidative/electrophilic stress or redox imbalances. This suggested that the development of this form of DDDA resistance might involve post-transcriptional changes in pathways unrelated to ω-/peroxisomal-FAO that efficiently reduce intracellular DDDA levels. This might involve changes in the ECM as evidenced by the altered expression of 28 transcripts encoding several of its components, including enzymes such as matrix metalloproteases or several cell–cell or cell–matrix adhesion molecules. Such changes often affect chemotherapeutic sensitivity and could impact the efficiency with which DDDA traverses the vasculature and enters tumor cells (67, 68, 69, 70, 71, 72). The downregulation of transcripts encoding endothelial cell–related proteins, such as Eng, Angptl7, Esam, and Scarf2, might further contribute to alterations in blood vessel permeability.

More than half the transcripts listed in Tables S1 and S2 correlated with long-term and favorable survival among a group of nearly 8000 samples representing 17 general cancer types from The Cancer Genome Atlas (Table S3). These associations were concordant in nearly 80% of the cases and were particularly prominent in renal cancers and HCCs. Combined with the selective differential expression of transcripts functioning in transcriptional regulation, metabolism, and extracellular environment, these findings strongly suggest that resistant tumors represent a more aggressive form of HB that arises as a consequence of the reprogramming of a limited and functionally diverse set of pathways.

In most cases, C12- and/or DDDA-supplemented diets did not affect the OCRs of livers or tumors in response to different substrates (Fig. 5). This is perhaps to be expected given that peroxisomal β-FAO does not generate energy directly although it does provide select TCA cycle substrates such as succinate and AcCoA (Fig. 2*A*) (31). Two notable outliers to this, however, were seen in response to the full complement of nonfatty acid–related TCA cycle substrates (Fig. 5, *A*–*C*), and both these were associated with mice having the longest survival. Mitochondria from these two tumors showed OCR responses at the upper end of the range seen in control livers and were reminiscent of those seen in livers or in tumors from animals maintained on HFDs (38). However, the mitochondrial DNA content of these tumors was not increased relative to that of the other tumors. The basis for this apparent normalization and the degree to which it affects survival is currently unknown although it provides additional reason to believe that a modification of our previously used HFD regimen so as include C12 might provide additional survival benefit by targeting both mitochondria and peroxisomes (38).

Collectively, our results show that the severe acquired Ehhadh deficiency of HBs, HCCs, and certain other cancers represents a distinct, tumor-specific, and actionable metabolic susceptibility. The selective reduction of this enzyme causes the aberrant accumulation of DDDA, a highly toxic product of ω-/peroxisomal-FAO (25), and extensive tumor cell killing. On the other hand, normal liver parenchyma and other tissues are spared from any discernible toxicity as they maintain levels of Ehhadh sufficient to metabolize DDDA (Fig. 2*A*). 

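In livers, Ehhadh rose on the DDDA diet from 321 ± 109.9 to 1022 ± 332 CPM (n = 5 each), a log2 fold change of 1.67 (SE 0.27, adjusted p = 0.0085), or 3.18-fold, and every DDDA liver lay above every standard diet liver (exact permutation p = 0.00794). These CPM are scaled within the comparison and differ from those given for the same livers against HBs. It was one of 8 genes of ω-/peroxisomal FAO, of 38 tested, that were higher on the DDDA diet (11 higher and 2 lower when adjusted over the list alone). Another was Cyp4a32, a fatty acid ω-hydroxylase, at 15.4 ± 5.62 and 44.3 ± 13.0 CPM (log2 fold change 1.53, adjusted p = 0.013). The mean log2 fold change of the list was 0.48, with an adjusted p of 0.010 from fry and an adjusted p = 0.36 with an estimated correlation. It did not pass without DL03 (adjusted p = 0.064) or DL04 (0.052). Cyp4a10 and Cyp4a14 had log2 fold changes of 2.16 (adjusted p = 0.23) and 2.96 (adjusted p = 0.13), and with sex as a covariate 4.31 (0.024) and 5.21 (0.019). In HBs, Ehhadh was at 66.9 ± 8.50 CPM on the standard diet and 113 ± 48.2 CPM on the DDDA diet (log2 fold change 0.76, adjusted p = 0.23), with an adjusted p of 0.048 without DT2264. Diet and sequencing run cannot be separated in these comparisons. The paper reasons that DDDA builds up in and kills tumor cells, whereas liver keeps enough Ehhadh to metabolize it. For this it draws on low Ehhadh transcript and protein in HBs, longer survival and necrosis on the diets, and mice that lack Ehhadh.

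**Figure D3:**
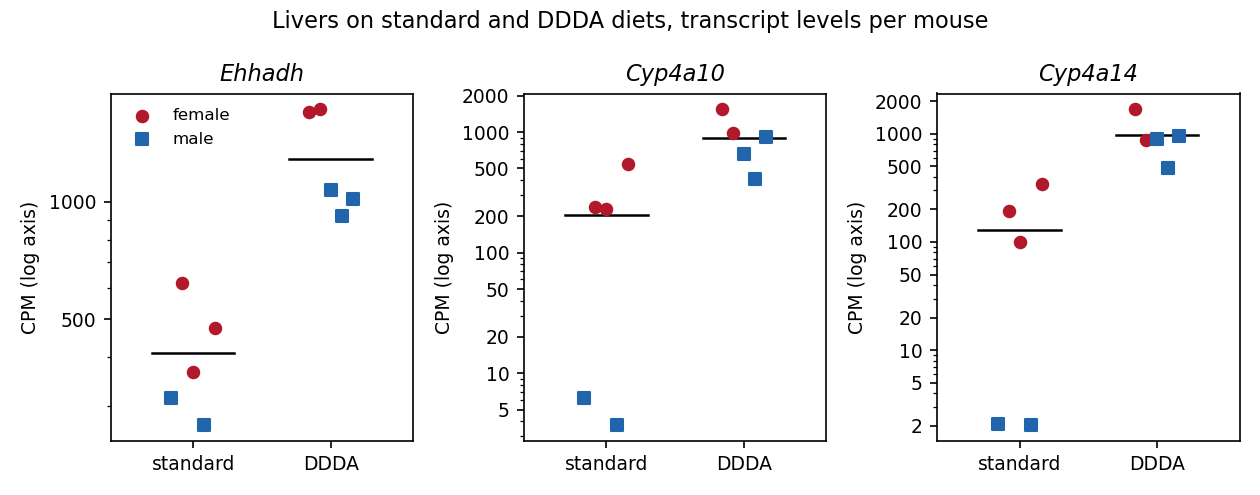
TMM-normalized CPM (log axis, on the scale of all 20 libraries) of Ehhadh, Cyp4a10 and Cyp4a14 in livers on the standard and DDDA diets. Each point is 1 library, the colors give the sex, and lines are the means of 5 libraries. The livers on the DDDA diet lie above those on the standard diet for Ehhadh.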

The ability to achieve significant antitumor responses with this dietary approach potentially offers simple, inexpensive, well-tolerated, and non–cross-resistant therapeutic options that would be compatible with more traditional treatments and for individuals who were not candidates for them.

## Experimental procedures

### HB generation and diets

Hydrodynamic tail vein injections of Sleeping Beauty vectors encoding β-catenin and YAP^S127A^ were performed as previously described in 6- to 7-week old FVB mice (Jackson Labs) (19, 20, 21, 73). Mice were initially monitored weekly and at least thrice weekly after tumors first became detectable. Animals were sacrificed when tumors reached a size of 2 cm in any dimension or when signs of stress were observed. All injections, monitoring procedures, and other routine care and husbandry were approved by The University of Pittsburgh Department of Laboratory and Animal Resources and the Institutional Animal Care and Use Committee. Diets consisted of standard animal chow which, where indicated, were supplemented with 10% (w/w) C12 in the form of trilauryl glycerate and/or 10% DDDA (Sigma–Aldrich, Inc). Tumor size and appearance were monitored by The UPMC Children's Hospital Core Animal Imaging Facility using a 7-Teslar micro-MRI system (BioSpin 70/30; Bruker).

### Immunoblotting and immunohistochemistry

Tissue lysates were prepared for immunoblotting as previously described (18, 19, 74). Antibodies used included those against Ehhadh (1:500 dilution, #ab93173; Abcam, Inc), Cyp4a10 (1:1000 dilution, #PA3-033; Invitrogen/Thermo-Fisher, Inc), serpin E1/PAI-1 (1:1200 dilution, #AF3828; R&D Systems, Inc/Fisher Scientific), and GAPDH (1:10,000 dilution, G8795; Sigma–Aldrich).

Immunohistochemistry for Ehhadh was performed on tissue microarrays of 40 HBs that were maintained as paraffin-embedded samples at UPMC Children's Hospital of Pittsburgh. All tissues were deidentified and were obtained with the approval of the University of Pittsburgh's Institutional Review Board guidelines and were in accordance with the Declaration of Helsinki principles. Immunostaining was performed in the core histology laboratory of The University of Pittsburgh Liver Research Center using standard methodologies with the aforementioned anti-Ehhadh antibody (1:200 dilution) followed by secondary immunoperoxidase staining. Poststaining evaluation was undertaken by a board-certified pathologist and member of The Children's Oncology Liver Tumor Committee (S. R.).

### Respirometry/metabolic studies

OCRs were performed on 50 to 100 mg of disrupted tissue immediately after sacrifice as previously described (18, 19, 20, 21, 22, 38, 74). Studies were performed with an Oroboros Oxygraph 2k instrument (Oroboros Instruments, Inc) (18, 19, 73). Baseline OCRs were determined in 2 ml samples in Mir05 buffer following the addition of cytochrome c (final concentration = 10 μM), malate (2 mM), ADP (5 mM), pyruvate (5 mM), and glutamate (10 mM). Together, these substrates provided an estimate of the activity of complex I. Succinate was then added (10 mM final concentration) to determine the additional contribution provided by complex II. Complex I inhibitor rotenone was then added (0.5 μM final concentration) to calculate the proportional contributions of complexes I and II. Activities were normalized to total protein.

### Quantification of transcripts encoding ω-/peroxisomal-FAO in human cancers

RNA-Seq studies were performed as previously described (18, 20, 21). Briefly, total RNA was extracted from five replicate samples of each indicated group of tissues using Qiagen RNAeasy columns followed by DNase digestion as directed by the supplier (Qiagen, Inc). RNA samples were assessed for purity and integrity with an Agilent 2100 Bioanalyzer (Agilent Technologies), and only samples with RNA integrity number values >8.5 were processed further. Sequencing reactions were prepared using a NEBNext Ultra Directional RNA Library Prep kit according to the recommendations of the vendor (New England Biolabs). Sequencing was performed on a NovaSeq 600 instrument (Illumina, Inc) by Novagene, Inc. Gene expression was calculated as previously described (18, 20, 22) as fragments per kilobase million, normalized across samples, and statistically compared between experimental groups with an FDR-adjusted q value of <0.05. Raw and processed original data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus database. Ingenuity Pathway Analysis (Qiagen) software was used to categorize expressed genes into different pathways and was adjusted for FDR using a Bonferroni–Hochberg correction.

In the case of human transcripts, expression values (fragments per kilobase of transcript per million mapped reads upper quartile) for all relevant transcripts were downloaded from the Genomic Data Commons-PANCAN dataset via the University of California Santa Cruz Xenabrowser (xena.ucsc.edu). In cases where a patient had more than one sample of the same type, the expression values were averaged. Significance of expression differences between matched primary tumor and normal tissue samples was assessed for each cancer using Welch's *t* test where the members of the groups were the base-two logarithms of the expression values for each patient. The average tumor to liver expression ratio for each cancer was calculated by taking the ratio of the average expression across all tumor samples and dividing by the average for normal tissue samples.

## Data availability

Raw and processed RNA-Seq data were deposited in the National Center for Biotechnology Information Gene Expression and are accessible through Gene Expression Omnibus (https://www.ncbi.nlm.nim.gov/geo) at accession number GSE156545. All remaining data are contained within the article.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Acquired deficiency of peroxisomal dicarboxylic acid catabolism is a metabolic vulnerability in hepatoblastoma
**Source:** J Biol Chem. 2021 Jan 13;296:100283. doi: 10.1016/j.jbc.2021.100283
**Supplement:** Figures and Tables

## Supporting Information

**Acquired Deficiency of Peroxisomal Dicarboxylic Acid Catabolism is a Metabolic Vulnerability in Hepatoblastoma**

Huabo Wang^1^, Jie Lu^1^, Xiaoguang Chen^1,2^, Marie Schwalbe^1^, Joanna E. Gorka^1^, Jordan A. Mandel^1^, Jinglin Wang^1,3^, Eric S. Goetzman^4^, Sarangarajan Ranganathan^5^, Steven Dobrowolski^4^, Edward V. Prochownik^1,6,7,8,^*

^1^Division of Hematology/Oncology, Department of Pediatrics UPMC Children’s Hospital of Pittsburgh, Pittsburgh, PA; ^2^School of Animal Science and Technology, Henan University of Science and Technology, People’s Republic of China; ^3^Central South University Xiangya School of Medicine, [Changsha](https://en.wikipedia.org/wiki/Changsha), [Hunan](https://en.wikipedia.org/wiki/Hunan), People’s Republic of China; ^4^Division of Medical Genetics, Department of Pediatrics, UPMC Children’s Hospital of Pittsburgh, Pittsburgh, PA; ^5^Department of Pathology, Cincinnati Children’s Hospital, Cincinnati, OH; ^6^The Hillman Cancer Center, The University of Pittsburgh Medical Center; ^7^The Pittsburgh Liver Research Institute; ^8^The Department of Microbiology and Molecular Genetics, The University of Pittsburgh Medical Center, Pittsburgh, PA

**Running title:** Ehhadh deficiency is a metabolic vulnerability

**Keywords:** cancer metabolism; Ehhadh, fatty acid oxidation; hepatocellular carcinoma; metabolic re-programming; oxidative phosphorylation; Warburg effect, peroxisome

**Supplementary Figures**

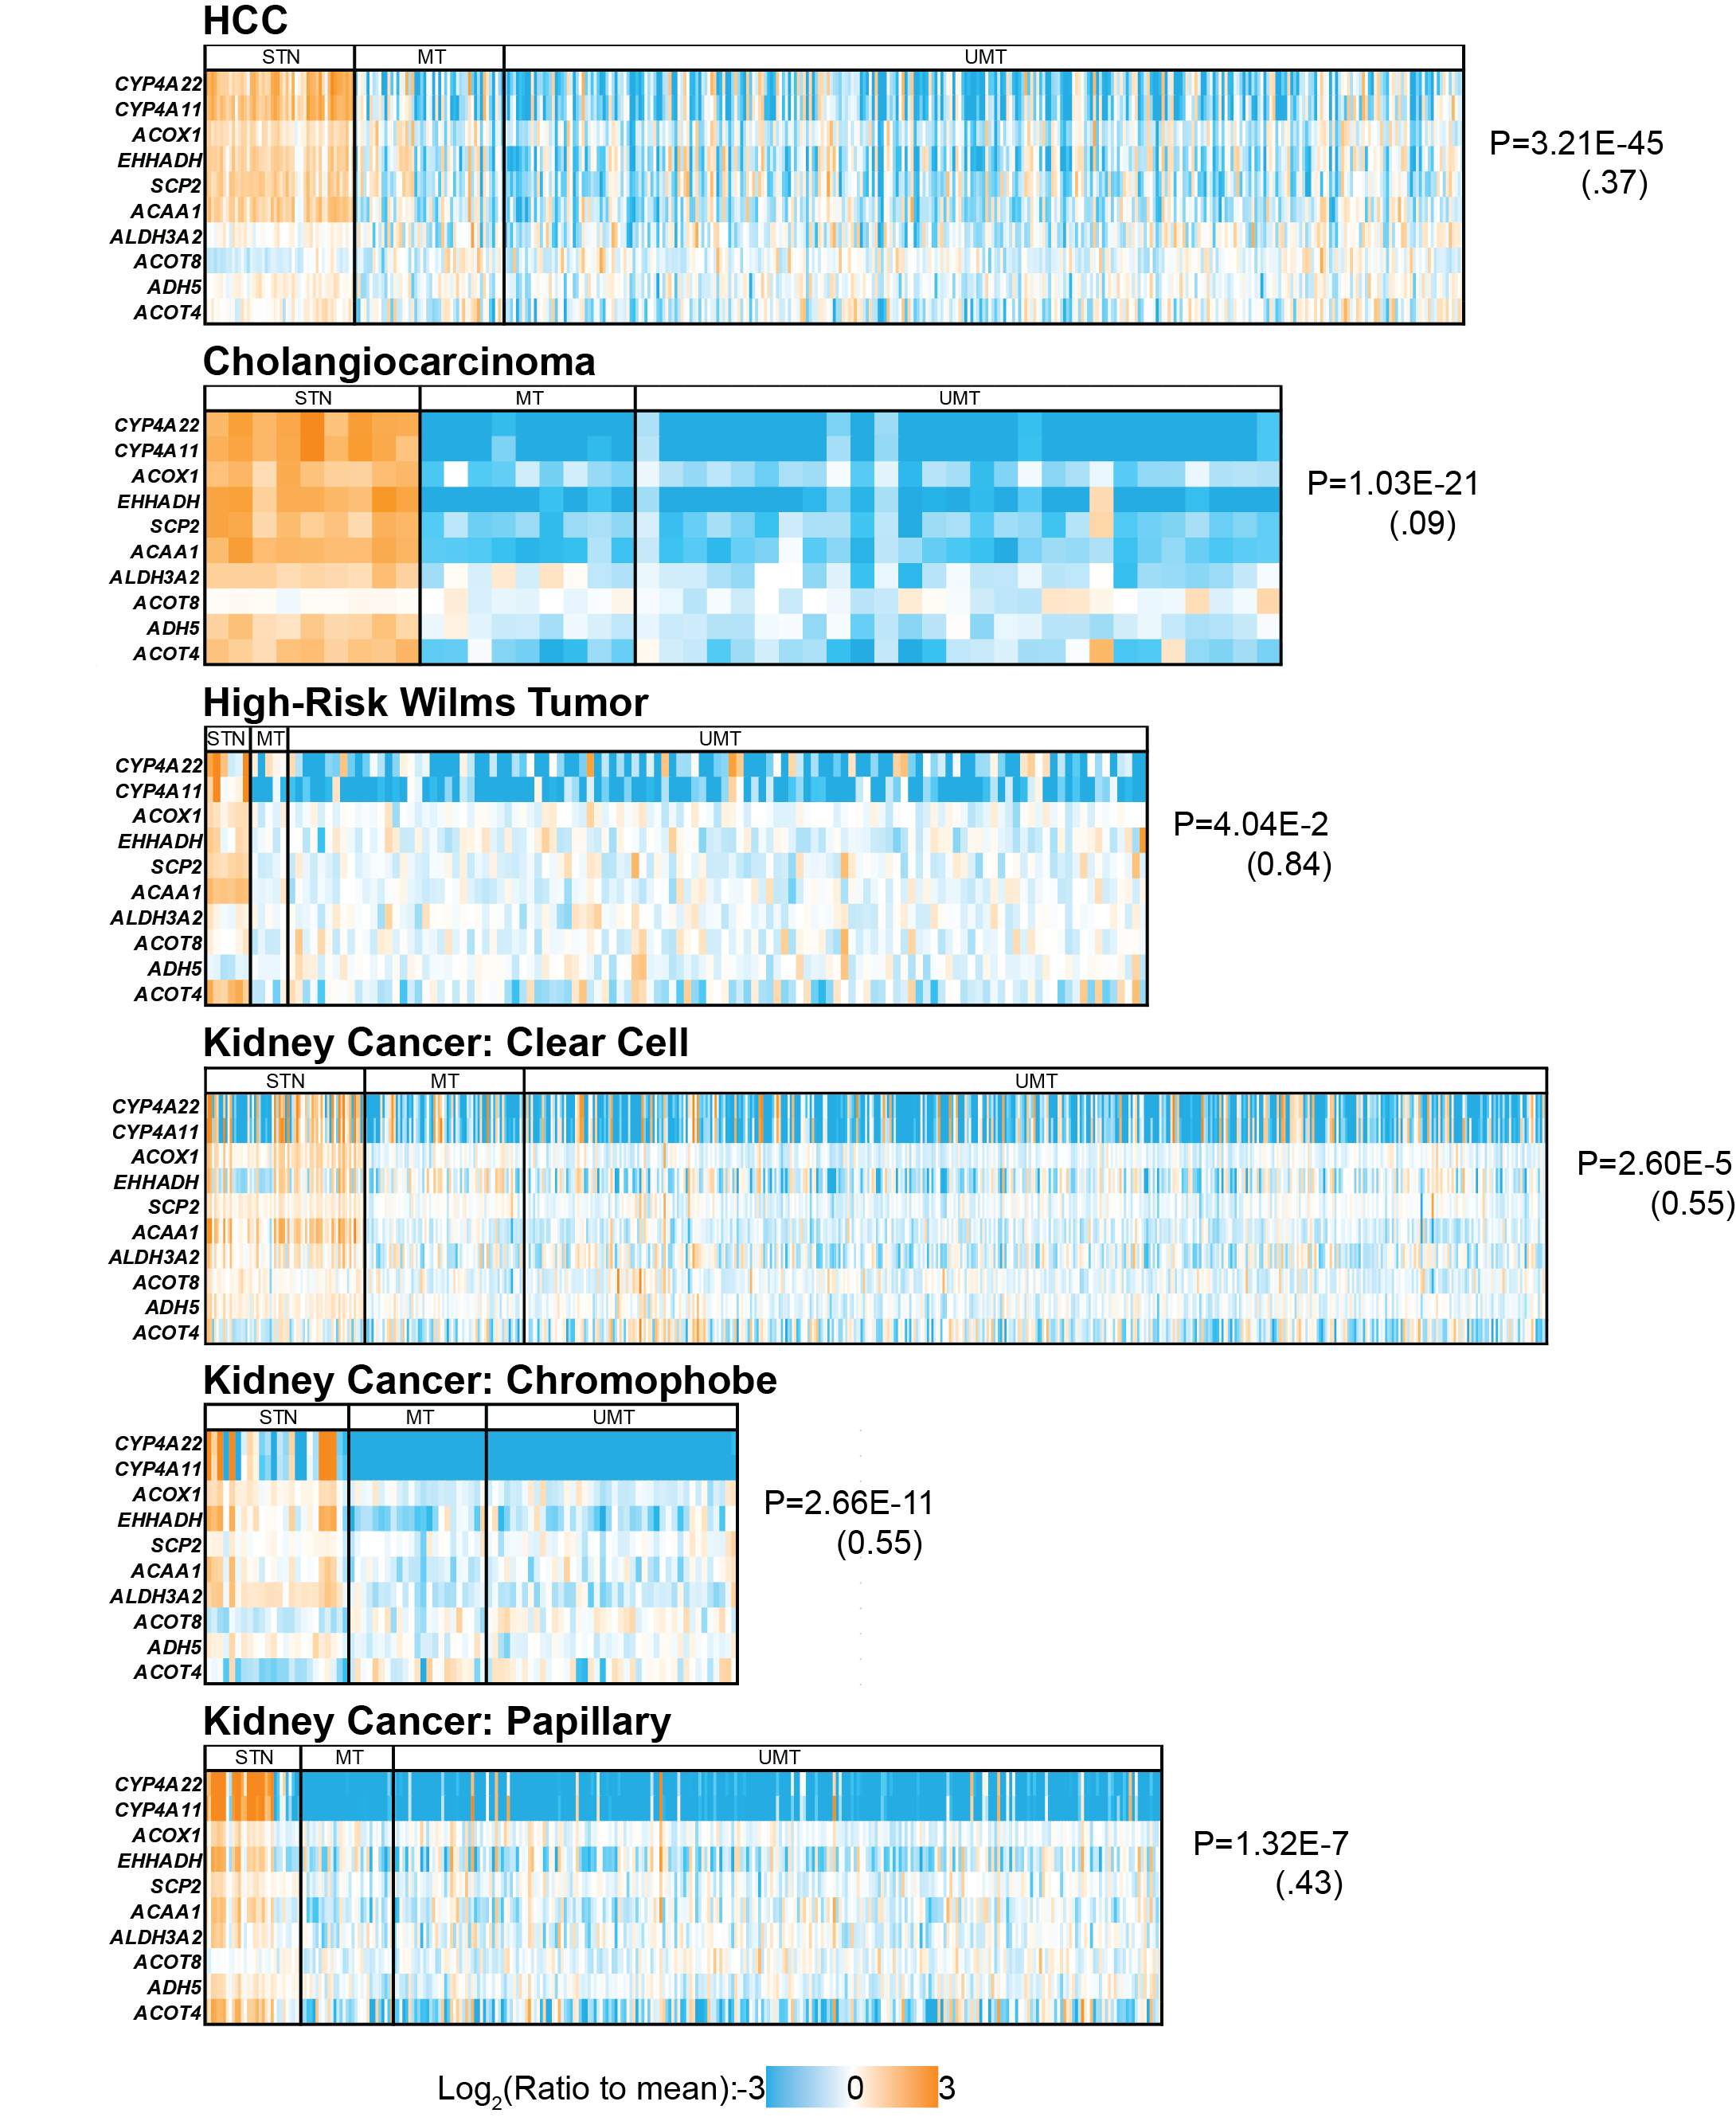

**Supplementary Figure 1. Down regulation of the ω-/peroxisomal-FAO pathways in human cancers.**  Expression of ω-/peroxisomal FAO pathway transcripts are shown in primary tumors from the indicated cancers. Matched primary tissues are shown at the extreme left of each heat map. Numbers to the right in parentheses indicate the fractional expression of the transcripts as a group in all tumors and P values relative to the expression of the corresponding transcripts in matched control tissues. STN = Solid Tissue Normal; MT=Matched Tumor; UMT= Unmatched Tumor

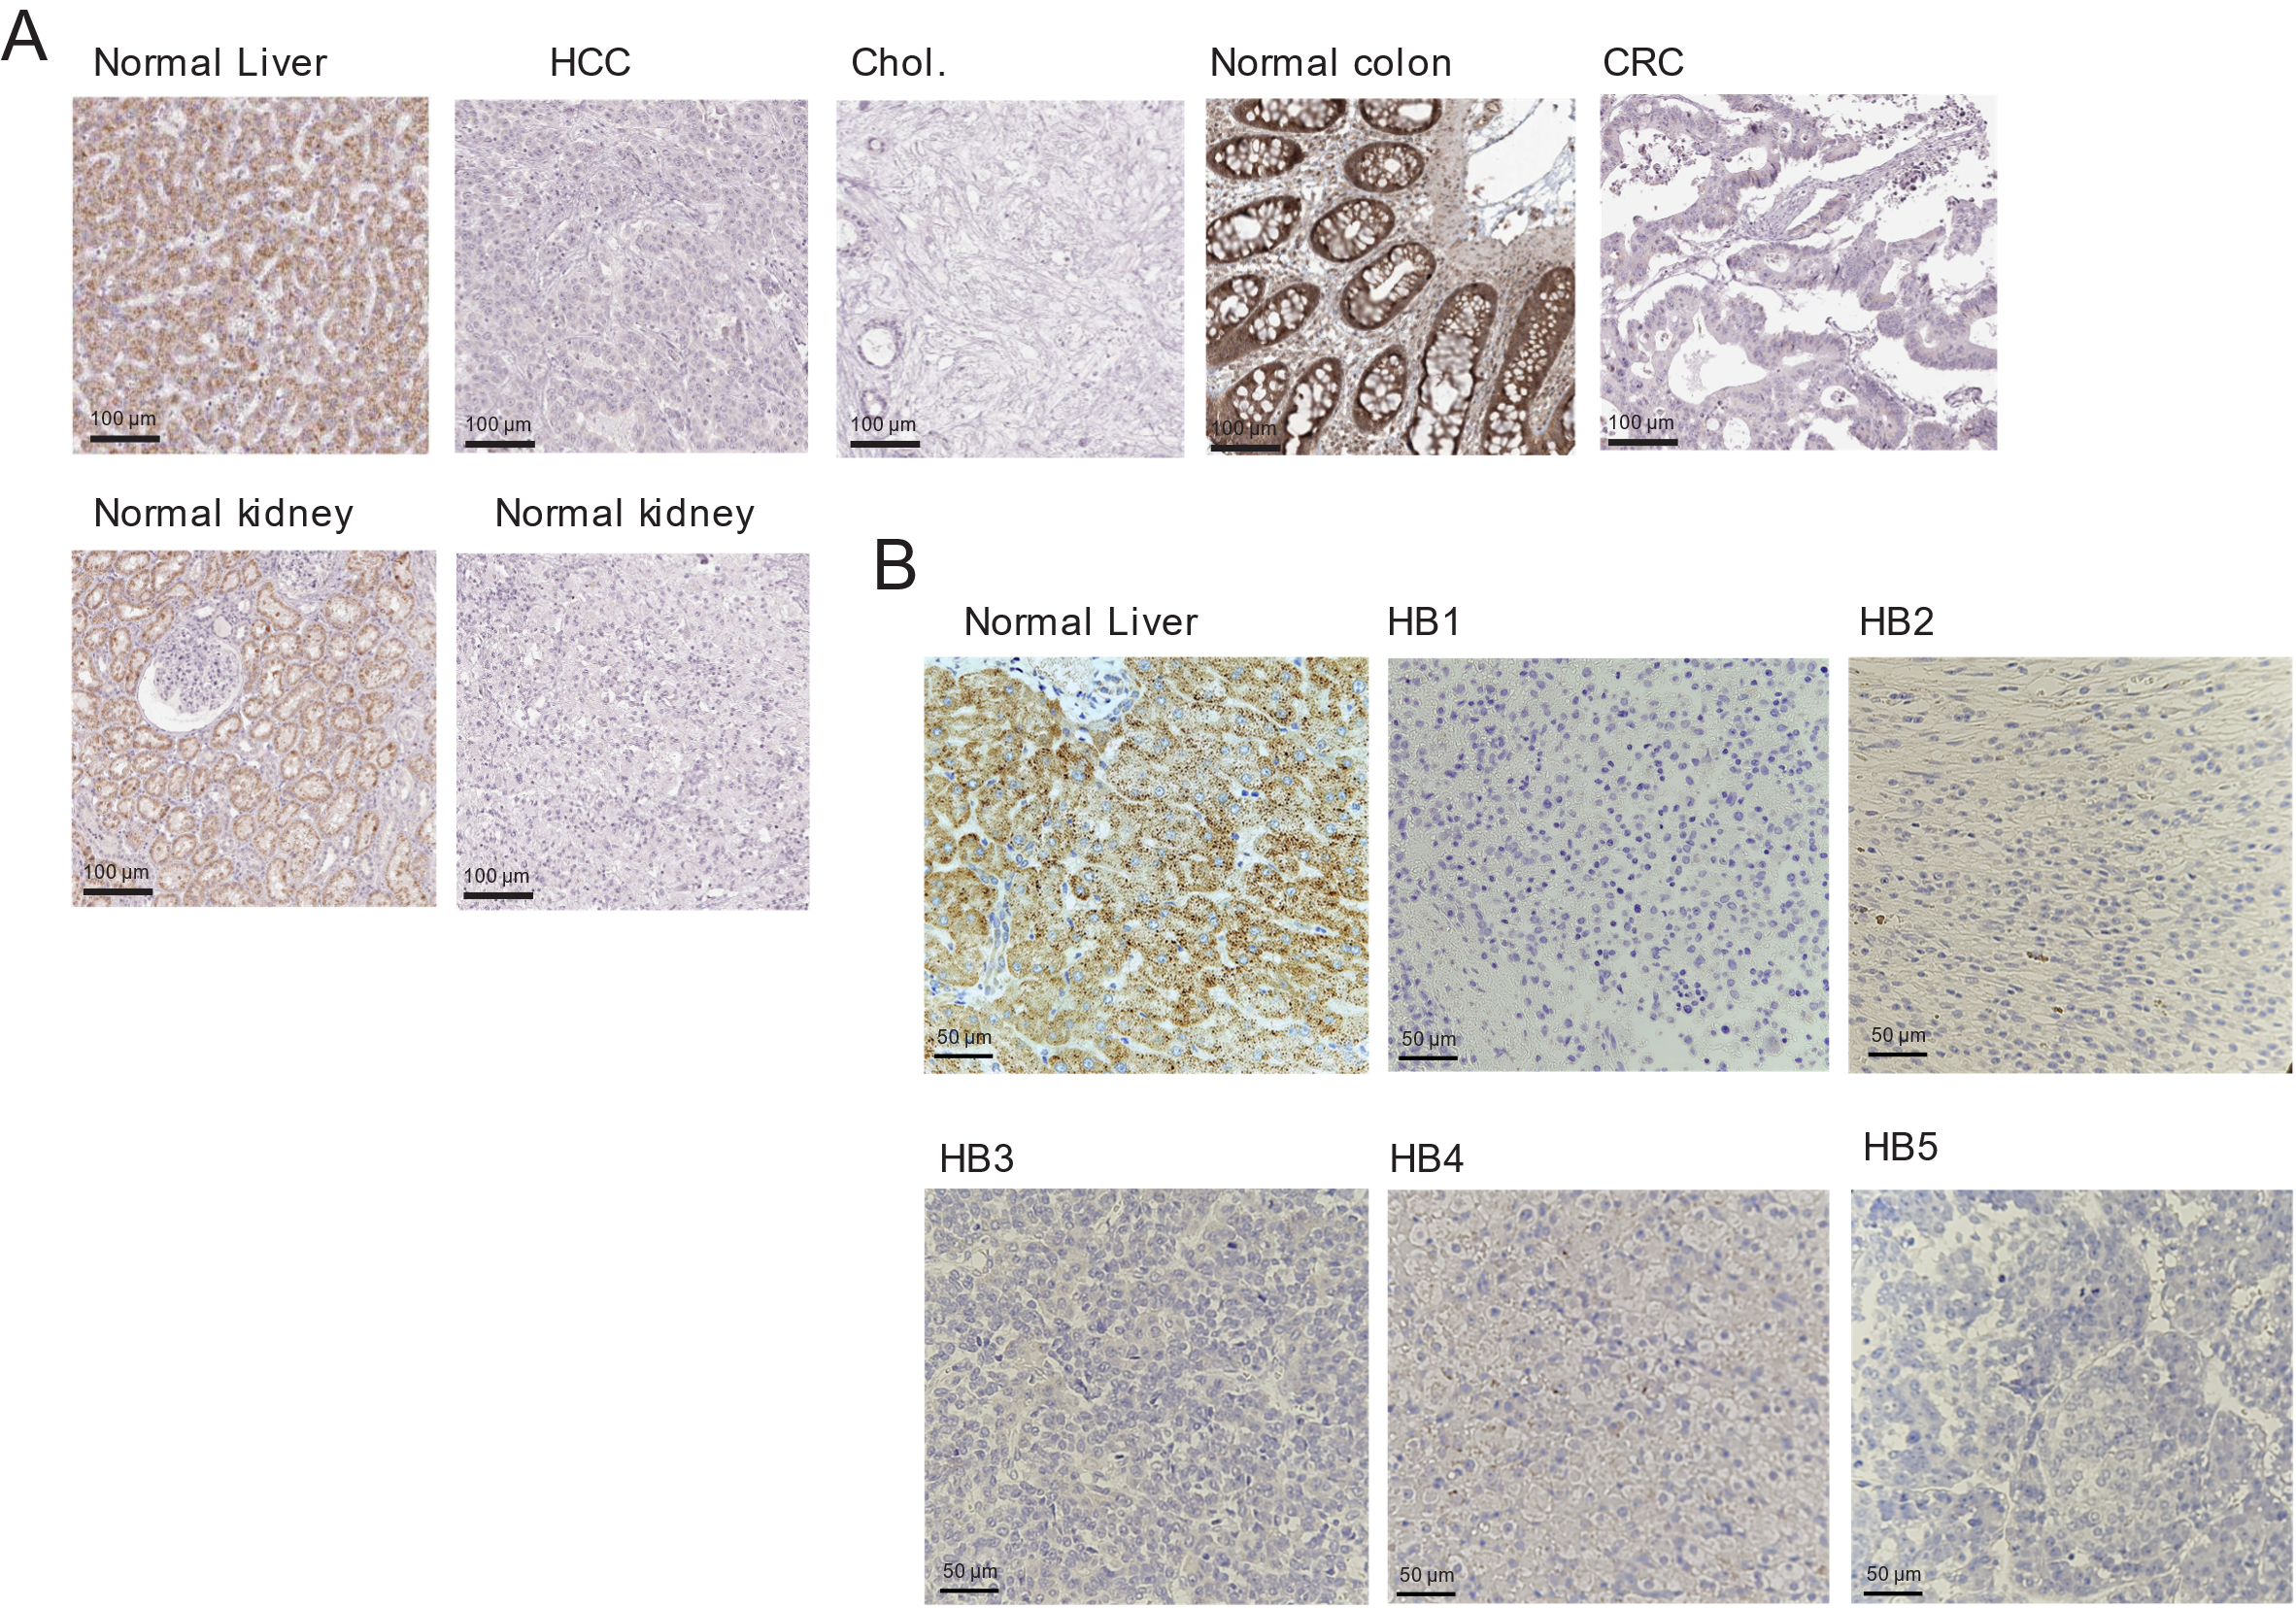

**Supplementary Figure 2. Select adult cancers and HBs show reduced Ehhadh protein expression.** *A.* Typical examples of Ehhadh expression detected by IHC in normal adult liver, colon and kidney and tumors arising from these organs were obtained from The Human Protein Atlas (<https://www.proteinatlas.org/ENSG00000113790-EHHADH/pathology/>) HCC=hepatocellular carcinoma, Chol=cholangiocarcinoma, CRC=colo-rectal cancer. *B.* Ehhadh IHC obtained from a tissue microarray containing 40 HBs, 25 of which stained negative for Ehhadh, compared to normal control liver tissue or tumor-adjacent non-transformed liver.

**Supplementary Tables**

**Supplementary Table 1. Gene expression differences in HBs arising in mice maintained on DDDA diets for 3 wks (sensitive group) versus >20 wks (resistant group).** q<0.05 in all cases. Negative values indicate down-regulation in the latter group relative to the former group. In the first column, transcripts encoding proteins involved in extracellular matrix architecture and its re-modeling or cell adhesion are highlighted in yellow, those encoding transcription factors or co-activators are highlighted in red and those encoding enzymes that regulate metabolism or maintain redox homeostasis are highlighted in aqua. In the second column, transcripts encoding known or putative tumor suppressors are highlighted in blue and those encoding known or putative oncoproteins are highlighted in green. Note that dual functionality has been attributed to two transcripts (Add3 and Lum).

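Tables S1 and S2 list genes that differ between HBs after 3 weeks and after over 20 weeks of DDDA, and their fold changes are the paper's. The HBs of over 20 weeks are not analysed here, so only the 3 week side of the comparison is described. Together the tables hold 129 genes, 112 with a fall and 17 with a rise with time. Among the 112 falls, the highest of the 5 HBs at 3 weeks was DT2264 for 68 genes, DT2277 for 17, DT3168 for 15, DT3167 for 9 and DT2270 for 3. The highest HB held over 50% of the summed level of the 5 in 85 of the 112, with a median of 63.8%. Among the 17 rises, the median share of the highest HB was 25.2%. Genes of the tables that were read in some libraries and not in others include the airway genes Bpifa1, with 68, 146, 39 and 104 counts in DT2264, DT2270, DT2277 and DT3167, and Scgb1a1, with 32, 29, 9 and 13, and the salivary and lacrimal gland genes Obp1a, Mucl2, Bpifa2 and Smr3a. The latter had 284, 248, 330 and 180 counts in DT3168 and were at 0 counts in the other 4 DDDA HBs.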

| Name | Identifier | Fold difference (resistant vs. sensitive) | P value | Resistant mean | Sensitive mean |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Klhl13 | [67455](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=67455) | 4.36 | 1.35E-05 | 191.20 | 43.89 |  |  | Transcription factor |
| Hmgb1 | 15289 | -1.37 | 2.00E-02 | 87.31 | 119.67 |  |  | Metabolism |
| Hbb-bt | [101488143](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=101488143) | -6.54 | 1.88E-06 | 31.80 | 208.07 |  |  | Extracellular matrix remodeling |
| Gpx3 | [14778](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=14778) | -4.76 | 2.97E-05 | 28.28 | 134.52 |  |  | Known/putative tumor suppressor |
| Diablo | 66593 | -1.34 | 3.00E-02 | 22.03 | 29.46 |  |  | Known/putative oncogene |
| Emilin1 | [100952](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=100952) | -3.98 | 1.13E-04 | 19.79 | 78.77 |  |  |  |
| Mgp | [17313](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=17313) | -7.46 | 2.66E-06 | 11.90 | 88.84 |  |  |  |
| Afp | [11576](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=11576) | -9.88 | 2.68E-05 | 11.30 | 111.72 |  |  |  |
| Lbh | [77889](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=77889) | -4.03 | 5.74E-05 | 9.82 | 39.54 |  |  |  |
| Add3 | [27360](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=27360) | -2.68 | 5.62E-05 | 9.23 | 24.78 |  |  |  |
| Esam | [69524](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=69524) | -2.99 | 6.99E-05 | 7.31 | 21.88 |  |  |  |
| Lum | [17022](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=17022) | -5.59 | 7.67E-06 | 6.89 | 38.56 |  |  |  |
| Ctla2a | [13024](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=13024) | -5.70 | 4.23E-05 | 6.66 | 38.01 |  |  |  |
| Tm4sf1 | [17112](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=17112) | -3.45 | 4.73E-06 | 4.98 | 17.22 |  |  |  |
| Plxdc2 | [67448](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=67448) | -5.40 | 2.01E-05 | 4.58 | 24.78 |  |  |  |
| Tagln | [21345](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=21345) | -7.24 | 4.26E-06 | 4.55 | 32.95 |  |  |  |
| Bag2 | [213539](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=213539) | -2.68 | 6.80E-05 | 4.02 | 10.81 |  |  |  |
| Mmp2 | [17390](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=17390) | -7.60 | 4.43E-06 | 3.33 | 25.35 |  |  |  |
| Mxra8 | [74761](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=74761) | -4.28 | 9.39E-05 | 3.29 | 14.10 |  |  |  |
| Gm8203 | [666634](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=666634) | -11.33 | 1.72E-13 | 3.01 | 34.10 |  |  |  |
| Eln | [13717](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=13717) | -5.23 | 3.87E-06 | 2.84 | 14.90 |  |  |  |
| Prrx1 | [18933](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=18933) | -9.98 | 6.51E-12 | 1.95 | 19.54 |  |  |  |
| Robo1 | [19876](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=19876) | -8.11 | 3.66E-10 | 1.40 | 11.40 |  |  |  |
| S100a9 | [20202](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=20202) | -18.31 | 4.92E-06 | 1.31 | 24.12 |  |  |  |
| Slit3 | [20564](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=20564) | -7.77 | 1.19E-04 | 1.11 | 8.67 |  |  |  |
| Ugt2b37 | [112417](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=112417) | -7.31 | 1.05E-04 | 1.02 | 7.50 |  |  |  |
| Stk39 | [53416](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=53416) | -4.16 | 7.63E-05 | 0.98 | 4.11 |  |  |  |
| Degs2 | [70059](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=70059) | -7.58 | 5.37E-06 | 0.84 | 6.43 |  |  |  |
| Cbr2 | [12409](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=12409) | -5.07 | 4.65E-05 | 0.70 | 3.61 |  |  |  |
| S100a8 | [20201](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=20201) | -20.82 | 3.49E-06 | 0.70 | 14.77 |  |  |  |
| Mmp23 | [26561](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=26561) | -5.35 | 6.03E-05 | 0.61 | 3.32 |  |  |  |
| Snhg11 | [319317](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=319317) | -12.31 | 2.04E-06 | 0.60 | 7.47 |  |  |  |
| Setbp1 | 240427 | -4.03 | 9.50E-05 | 0.60 | 2.47 |  |  |  |
| Serpina12 | [68054](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=68054) | -10.75 | 1.27E-06 | 0.45 | 4.89 |  |  |  |
| Camp | [12796](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=12796) | -31.69 | 4.13E-05 | 0.28 | 9.10 |  |  |  |
| Hspb7 | [29818](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=29818) | -9.53 | 6.56E-05 | 0.26 | 2.56 |  |  |  |
| Angptl7 | [654812](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=654812) | -26.15 | 6.31E-07 | 0.21 | 5.63 |  |  |  |
| Baiap2l2 | [207495](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=207495) | -24.05 | 3.44E-07 | 0.18 | 4.39 |  |  |  |
| Psma8 | [73677](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=73677) | -11.88 | 1.90E-05 | 0.17 | 2.05 |  |  |  |
| Retnlg | [245195](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=245195) | -15.62 | 1.14E-04 | 0.14 | 2.30 |  |  |  |
| Bpifa1 | [18843](https://www.ncbi.nlm.nih.gov/entrez/query.fcgi?db=gene&cmd=Retrieve&dopt=full_report&list_uids=18843) | -564.28 | 2.57E-06 | 0.00 | 3.31 |  |  |  |

**Supplementary Table 2. Additional gene expression differences in HBs that were initially sensitive to 3 wks of DDDA-supplemented diets or that eventually became resistant after >20 wks.** In all cases, q>0.05, P<0.001. Transcripts encoding proteins involved in extracellular matrix architecture and maintenance or cell adhesion are highlighted in yellow, those encoding transcription factors or co-activators are highlighted in red and those encoding enzymes that regulate metabolism or maintenance redox homeostasis are highlighted in aqua. Highlighted color schemes are the same as those described in Supplementary Table 1.

**Supplementary Table 3. Correlation of gene expression differences from DDDA-resistant tumors with survival in human cancers.** Shown here are the genes from Supplementary Tables 1 and 2 whose expression correlated with survival in the cancer types listed in The Human Protein Atlas (<https://www.proteinatlas.org/humanproteome/pathology>). Tumors indicated in red are those in which low transcript expression correlated with significant shorter survival; those in green are those in which low transcript levels correlated with longer survival.

**Supplementary Table 4. 

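Table S4 groups transcripts that differ between HBs of mice on the standard and DDDA diets. Among lists of genes fixed before the data were examined, it holds 5 of the 36 complex I subunits, 3 of the 38 subunits of complexes II to V (Atp5k, Atp5e at a log2 fold change of -0.89 with adjusted p = 0.13, and the cytochrome c oxidase subunit Cox7c at -0.93 with adjusted p = 0.12), 4 of the 79 cytosolic ribosomal proteins and 2 of the 31 NRF2 targets (Abcc3 and the pentose phosphate enzyme Pgd, at 0.76 with adjusted p = 0.061). Those of the first 3 lists are all down and Abcc3 and Pgd are up. It also holds 3 of the hypoxia-inducible genes and 1 gene each of the p53 and apoptosis, glycolysis, extracellular matrix and inflammatory mediator lists, all up. Table S4 also holds Sec14l3, an airway gene, with 30, 56, 14 and 38 counts in the 4 HBs of 1 sequencing lane (DT2264, DT2270, DT2277 and DT3167) and 0 counts in DT3168. The 59 transcripts listed as down that could be tested in HBs and livers have a median length of 860 bases.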

Functional categorization of the 149 transcripts shown in Fig. 4E.** Using Ingenuity Pathway Analysis profiling these could be grouped into major pathways that included mitochondrial or ETC function, ribosome/EIF2 pathways and remodeling of epithelial cell adherens junctions.

**Supplementary Table 5. 

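Table S5 describes transcripts by their levels in HBs of over 20 weeks of DDDA, which are not analysed here. Their levels in the HBs of 3 weeks and of the standard diet, and in livers, are as follows. Akr1b3, an aldose reductase, was at 53.1 ± 4.56 CPM in standard diet HBs and 92.2 ± 43.9 CPM in DDDA HBs (n = 5 each, log2 fold change 0.80, adjusted p = 0.21). Robo1, a guidance receptor, had a log2 fold change of 1.88 (adjusted p = 0.22), the secreted peroxidase Gpx3 3.46 (0.16), Igfbp6, which binds insulin-like growth factors, 3.35 (0.15), the collagen gene Col12a1 2.51 (0.19), the organic anion transporter gene Slco1a6 3.20 (0.11), the unconventional myosin gene Myo7b 3.72 (0.15), the salt-inducible kinase gene Sik1 1.19 (0.16) and the adaptor gene Sdcbp 0.72 (0.12). None of these passed the edgeR threshold with all libraries, and Slco1a6 passed without DT2264 (adjusted p = 0.034). The adhesion protein gene Cdh13 and Sec14l3 were below the expression filter. DESeq2 called Gpx3 (adjusted p = 0.0044), Igfbp6 (0.0040), Slco1a6 (7.2e-04), Myo7b (0.0039), Sik1 (0.039) and Sdcbp (0.017). The highest DDDA HB was DT2264 for Gpx3 at 511 CPM and Col12a1 at 124 CPM, DT2270 for Igfbp6 at 69.0 CPM, DT3167 for Myo7b at 24.2 CPM and DT3168 for Sik1 at 254 CPM, on the scale of all 20 libraries. In standard diet HBs against livers, Gpx3 rose from 3.13 ± 0.98 to 12.5 ± 2.79 CPM.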

Putative functions of the 12 up-regulated transcripts depicted in Fig. 4E that most strikingly distinguish >20 wk DDDA tumors from control diet tumors and 3 wk DDDA tumors.** The function of each transcript’s encoded protein was obtained from the GeneCards Database (https://www.genecards.org/).

| **NCBI  Gene Symbol** | **NCBI  Gene ID** | **Fold Change (Δ(90)+ YAPS127A DDDA >20 wks vs DDDA 3 wks)** | **Putative functions** |
| --- | --- | --- | --- |
| Akr1b3 | 11677 | -1.33 | Aldo-keto reductase family |
| Cdh13 | 12554 | -3.23 | calcium-dependent cell adhesion proteins; endothelial survival |
| Col12a1 | 12816 | -2.36 | the FACIT (fibril-associated collagens with interrupted triple helices) collagen family |
| Gpx3 | 14778 | -4.76 | Glutathione peroxidase; secreted anti-oxidant |
| Igfbp6 | 16012 | -1.95 | Insulin-like growth factor binding protein; alters IGF cell surface binding |
| Myo7b | 17922 | -2.49 | involved in linking protocadherins to the actin cytoskeleton; functions in endocytosis |
| Rho | 212541 | -14.28 | Rhodopsin |
| Robo1 | 19876 | -8.11 | Roundabout guidance receptor; cell guidance |
| Sdcbp | 53378 | -1.32 | links syndecan-mediated signaling to the cytoskeleton; cell adhesion |
| Sec14l3 | 380683 | -86 | Phosphatidylinositol transfer protein; role in biogenesis of Golgi-derived transport vesicles |
| Sik1 | 17691 | -1.71 | Adenosine monophosphate-activated kinase (AMPK) subfamily; putative tumor suppressor |
| Slco1a6 | 28254 | -3.42 | Solute carrier organic anion transporter family; bile acid transport |

How the deposited data were processed for this re-analysis (not part of the article)

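RNA-Seq was measured in livers and hepatoblastomas (HBs) of FVB mice on a standard diet or a diet with 10% DDDA, 5 libraries in each of 4 groups. The table used holds 36333 genes and 20 libraries. The series has 25 samples, and the 5 HBs of over 20 weeks of DDDA are not analysed here. The paper gives the shorter DDDA diet as 3 weeks and the sample labels as 3 to 4 weeks.

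Per the file headers, the authors' software wrote for each library whole-number read counts per gene, which as deposited carry no normalization. The RPKM values were made by the authors from these counts, per kilobase of exon and library size. The TPM values were made by the authors and sum to the same total in each library. The CPM columns hold a signal that the authors adjusted by TMM factors, so that the sums differ between libraries. The authors' table also gives a score, the signed fold change between groups as deposited, in which a fall is written as minus the inverse ratio. It gives log2 fold changes computed by the authors, and p-values and FDR computed by the authors' software. The paper names CLC Genomics Workbench, edgeR and DESeq2 for differential read counts. The genome build is GRCm38.p6 in the submitters' processing notes, and the aligner's settings are not given in the sources used here. Column names of the standard diet libraries carry the words paired and trimmed, and those of the DDDA libraries carry neither. The standard diet libraries were read on 1 flow cell and the DDDA libraries on 2 others, so diet and sequencing run cannot be separated.

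Only the counts were used for the comparisons. The depth per library is given with the groups in the text. Mitochondrially encoded mRNAs are listed at 0 in every library and were not tested.

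Counts were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3) by the quasi-likelihood F-test after TMM scaling and filterByExpr, with Benjamini-Hochberg adjustment over the genes kept and a threshold of 0.05. Each comparison used the 2 groups compared, and the test of whether the diet's effect differs between HB and liver used 4 groups. Lists of genes for pathways and cell types were written before the data were examined, and a list of photoreceptor genes afterwards. Some markers of neutrophils, stellate cells, smooth muscle, endothelium, erythroid cells and glands are in Tables S1 and S2, whose values had been seen. They were tested with fry, and with camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a comparison. Single values per library were compared by exact permutation tests, whose smallest two-sided p for 5 against 5 is 0.00794. Mean log2 CPM per library and the values in the permutation tests were computed as log2 of CPM plus 0.5. A prior count of 2 on the log2 scale was used only for the trend of counts against transcript length. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 made the tables and figures.

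Genes named in the text are those the paper names for these samples, the 5 largest rises and falls past the threshold with at least 5 CPM and groups that do not overlap, and up to 4 members of each list past the threshold with the smallest p. Values in the paper's tables had been seen when this rule was written. Members of Table S4 that fall in a list, gamma protocadherins, and airway and gland genes were named after their values were seen. Some genes the paper names are not reported here.

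The alternatives were DESeq2 1.42.0, RLE scaling, every gene with at least 1 count, all 20 libraries in one fit, sex as a covariate, a trend of counts against transcript length removed (lowess span 0.3, lengths for 23919 genes), each library left out in turn, and for lists the median, the ratio of summed values and camera. Added after seeing the data were the edgeR exact test, a robust prior, leaving out DT2264 and DT2277, leaving out DL03 and DT3168, and a test of sex by tissue. The tests were run on simulated counts, drawn anew from each gene's pooled mean and dispersion and the library sizes, with known changes in few genes. Genes were drawn independently and without a difference between the sexes. The shares recovered may therefore not hold where many genes differ, such as between HBs and livers. Of genes changed 2-fold, 50% were recovered between HBs of the 2 diets and 46% between standard diet HBs and livers, and of genes changed 4-fold 92% and 91.8%. Between DDDA HBs and livers 30% and 77.6% were recovered, and between livers of the 2 diets 70% and 98.0%. For the difference between the tissues in their response to diet it was 32% and 80%.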

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

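The tests of sex by tissue, of sex for the ribosomal and electron transport transcripts, of tissue carried over at dissection, of the stellate cell level against the share of tumor cells and of splits by unadjusted p were chosen after the results were seen. Among 225 groups of 5 libraries examined for a library far from the others, 19 had one, where chance gives about 11.2. Of the 19, 11 were in HB DT2264.

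Levels are CPM for genes and mean log2 CPM for lists, on the scale of all 20 libraries. HB DT2264 was far above the other DDDA HBs for Mif (213, others at most 111), Angptl7 (26.2), Scarf2 (42.3), Cdh13 (14.9), Col12a1 (124) and Gpx3 (511), and for the cytosolic ribosomal proteins (8.24), glycolysis (7.22) and smooth muscle markers (4.93). It was far below them for ω-/peroxisomal FAO (4.95, others at least 5.85) and peroxisome biogenesis (4.29, others at least 4.81). Other HBs stood apart for Igfbp6 (DT2270, 69.0), Myo7b (DT3167, 24.2) and Sik1 (DT3168, 254). Liver DL02 stood apart for the neutrophil (4.60), proliferation (2.17) and YAP target (3.94) lists, liver DL05 for exocrine pancreas (2.84) and liver c1 for the hypoxia-inducible genes (3.95, below the others).

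The difference between HBs and livers on the standard diet depended on sex for Cyp4a10 and Cyp4a14, by 5.24 and 5.74 on the log2 scale in a test of the difference. Without liver c4 the adjusted p was 0.13 for Cyp4a10 and 0.071 for Cyp4a14, and without HB s1800 0.12 and 0.054. Cyp4a10 also did not pass without liver c1 (0.069) or HB s1799 (0.10). Male livers had little of either transcript. No explanation was tested for this.

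Transcripts of tissues other than liver or HB appear in DDDA libraries and in data the paper does not discuss as such. The 14 salivary and lacrimal gland transcripts picked for counts in both libraries made up 31.9 per 1e+06 counts in liver DL03 and 59.0 in HB DT3168, the only DDDA libraries read on their flow cell. The 6 transcripts, mainly of airway, picked for counts in the 4 HBs of 1 lane made up 8.30, 12.3, 3.4 and 9.25 in DT2264, DT2270, DT2277 and DT3167.

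The first pattern weighed is these transcripts of other tissues. Carry-over when HBs were dissected would not put gland transcripts into a liver. Yet the 12 gland members of the list fixed before the data were examined reached in DL03 81.3% of their level in DT3168 (30.4 and 37.4 per 1e+06 counts). Of these, Obp1a, Mucl2, Bpifa2 and Smr3a are in Tables S1 and S2, whose values had been seen. They held most of the counts in DT3168, so the 81.3% rests on genes that were not chosen independently. Single members differed between these libraries, such as Muc19 with 94 and 0 counts, Dcpp3 with 78 and 1, Pip with 9 and 35 and Bpifa2 with 58 and 330. The 2 libraries were read in different lanes of their flow cell. Carry-over of another kind was not tested. Reads from other libraries on the same flow cell or lane are a candidate explanation that the values support in part. The summed level of 24 photoreceptor genes lay above all other libraries in 3 of the 4 HBs of the lane (25.6, 20.5 and 21.2 per 1e+06 counts in DT2264, DT2270 and DT3167), where the highest of the others was 19.4 in s2138, and DT2277 had 13.9. The mean log2 CPM of the 5 photoreceptor genes tested as a list was 1.15 in the DDDA HBs, DT3168 of another flow cell included, 0.91 in standard diet HBs, 1.39 in DDDA livers and 1.55 in standard diet livers. For the stromal, endothelial and immune transcripts, at most 2 DDDA HBs had a list above all standard diet HBs, which is consistent with other tissue in 1 or 2 libraries. A lower share of tumor cells in all DDDA HBs could raise the other cell types alike. The lists did not move alike, as their mean log2 fold changes spread over 3.25. The stellate cell and fibroblast list lay below all standard diet HBs in 3 DDDA HBs (1.72 in DT2270, 1.96 in DT3167 and 2.85 in DT3168, against 3.85 ± 0.36). These values argue only against a rise of all other cell types alike. The stellate cell level was chosen after the results were seen, and a lower share filled by some cell types only was not tested. A lower share in DT2264 and DT2277 stays open, as does a change in the cell types themselves with diet, which was not tested.

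The second pattern is a lower mean level of ribosomal protein and electron transport transcripts in DDDA HBs, which did not pass as a shift of the lists. Between HBs 1 of 79 ribosomal proteins, 2 of 36 complex I and 1 of 38 complex II to V subunits were lower (9, 12 and 4 lower and 0, 2 and 0 higher when adjusted over the list alone), the adjusted p from fry was 0.43, 0.32 and 0.53, and from camera it was an adjusted p = 0.75 for all 3 with an estimated correlation. With the trend of counts against transcript length removed, 27.5% of the mean log2 fold change was kept, so a lower yield of short transcripts in the DDDA runs may account for most of it. The livers, read on the same flow cells as the HBs of their diet and in other lanes, had 42.0% of the change, and an effect of the run and an effect of the diet in both tissues cannot be told apart. With sex in the fit 69.7% was kept, and sex and diet are partly confounded in these groups. An effect of DDDA on these transcripts stays open.

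The third pattern is the rise of PPARα targets in DDDA livers, with 8 of 26 higher (10 when adjusted over the list alone, adjusted p from fry 0.013). The list did not pass with an estimated correlation (adjusted p = 0.36), the ratio of summed values (0.060), genes with at least 1 count (0.060) or without DL03 (0.064). Unequal numbers of males and females would shrink it with sex in the fit, and 132% of the mean log2 fold change was kept. HBs had 50.0% of the change of livers, so a difference between runs shared by the tissues and a response of both tissues to DDDA cannot be told apart.

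The numbers of genes called were compared with those from 100 splits of the same libraries, the real one included. Only the real split called as many genes for HBs against livers on the standard diet (7599 called, 10 in the highest other split). The same held on the DDDA diet (6673 and 0) and for HBs of the 2 diets (42 and 1). With 100 splits, 1 as large is the fewest possible. Splits that mix unlike groups widen the spread within groups, so their low counts do not exclude chance for the 42. That count fell to 1 without s2139 and 2 without s2138, and diet and flow cell are confounded in it. For livers of the 2 diets 940 genes were called and 2 splits were as large. The other of these called 1445 and parts males from females, so sex is a strong structure of the livers, and with sex as a covariate 903 were higher and 617 lower. For the difference between the tissues in their response to diet edgeR called 0 (877 at an unadjusted p under 0.05, 7 higher and 4 lower by DESeq2), so that all 100 splits are as large by construction and their count decides nothing. By the number at an unadjusted p under 0.05 chance cannot be excluded, with 877 in the real split, 3790 in the highest other and 32 splits as large. The split with 3790, in which edgeR called 899, keeps the groups of the livers and mixes the HBs, and points to a structure of the samples.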

How the results depend on the processing

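The edgeR exact test, the robust prior, leaving out DT2264 and DT2277 and leaving out flow cell HT7CWDSXX were chosen after the data were seen. Over 592 results and 40 settings, 11333 of 12123 alternative values kept their direction and side of the threshold or their size, 597 no longer passed, 108 newly passed, 68 moved and 17 reversed. Counts of genes for HBs against livers stayed within 1.5 times under every setting on both diets. For each change below the cause was not tested.

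HBs of the 2 diets (14 higher, 28 lower): DESeq2 337 and 404, genes with at least 1 count 9 and 16, 20 libraries in one fit 367 and 313, sex as covariate 5 and 7, exact test 108 and 150, without DT2264 and DT2277 85 and 90, the authors' deposited p-values 245 and 185; lower only, length trend removed 18, without flow cell HT7CWDSXX 12. Leaving out 1 library gave 0 to 60 higher and 1 to 63 lower. Livers of the 2 diets (547 higher, 393 lower): DESeq2 891 and 784, 20 libraries 209 and 130, sex 903 and 617, without HT7CWDSXX 170 and 158, the authors' deposited p-values 90 and 37. With at least 1 count only the number higher moved, to 331. Leaving out 1 library gave 169 to 497 and 158 to 378. Difference between tissues (0 and 0 by edgeR, 877 at an unadjusted p under 0.05): DESeq2 7 and 4, without DT2264 and DT2277 10 and 15, leaving out 1 library 0 to 1 and 0 to 1.

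With camera's estimated correlation, β-FAO (-0.89) and ω-/peroxisomal FAO (-1.71) no longer passed for standard diet HBs against livers, nor on the DDDA diet (-1.07 and -1.87). For DDDA livers, ω-/peroxisomal FAO did not pass with an estimated correlation (0.48), the ratio of sums (0.51), 20 libraries (0.47) or without HT7CWDSXX (0.44), and ranged over 0.41 to 0.52 with 1 library left out. With camera's preset correlation, complex I (-0.39), complexes II to V (-0.27) and ribosomal proteins (-0.44) passed between HBs, and so did NRF2 targets (0.49, adjusted p 6.4e-05), Wnt targets and HB markers (-0.044, 0.0040), hypoxia-inducible genes (0.77, 0.0089) and p53 targets (0.29, 0.038). With an estimated correlation none of these 7 lists passed (adjusted p = 0.73 for NRF2 targets and 0.75 for the other 6).

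Reversed with the ratio of summed values, standard diet HBs against livers: glycolysis -0.48, hypoxia -0.19, sphingolipid -0.23, unfolded protein response -0.078, exocrine pancreas -2.31; DDDA HBs against livers: sphingolipid -0.23; DDDA livers: Wnt targets 0.14. With at least 1 count, DDDA livers: sphingolipid -0.29. Without DT2264 and DT2277, HBs against livers: Scarf2 -1.64, Lum -1.32, Col1a2 -0.12, stellate -1.30, mesothelial -1.58; between HBs: Lum -2.24, stellate -1.81; between tissues: Lum -2.97, stellate -1.54.

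Comparisons with HBs of over 20 weeks of DDDA, and fits with all 25 libraries, were not run, and the alternatives for other units did not apply to counts. No paired analysis was possible because the groups share no animal numbers. Of genes changed 1.5-fold in simulated data, 0% were recovered between HBs at this depth and number of libraries, which limits small changes.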

Differences from the paper's values

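The edgeR exact test and the joint requirement of methods that includes it were chosen after the values were seen. The paper gives the number of transcripts that differ between HBs of the 2 diets as 254 to 396 depending on the method (the paper's), and edgeR called 42 here. Of the alternatives set before the data were examined, the authors' deposited p-values adjusted over the genes tested here (430) come within 1.5 times of the upper number, and no alternative comes within 1.5 times of the lower one: DESeq2 741, 20 libraries in one fit 680, RLE scaling 41, length trend removed 38, genes with at least 1 count 25, sex as covariate 12, and 1 to 123 with 1 library left out. The edgeR exact test, chosen after seeing the values, called 258 and drops 43 of the 149 transcripts of Table S4.

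The paper counts 149 transcripts called by every method, 84 up and 65 down (the paper's). Here edgeR, DESeq2 and the authors' p-values all called 42, 14 higher and 28 lower, and at least 1 of them called 892, 446 higher and 446 lower, so neither choice set before the data were examined closes the gap. Chosen after seeing the values, the exact test with DESeq2 and the authors' p-values called 213 and drops 44 of the 149, and DESeq2 with the authors' p-values called 279 and drops 22.

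The paper reports Mif, Nqo1, Degs1, Sptlc2 and Gstm5 as increased in DDDA HBs. Their log2 fold changes here were all positive (0.90, 0.75, 0.48, 0.46 and 0.68) and did not pass the edgeR threshold (adjusted p = 0.17, 0.25, 0.18, 0.30 and 0.14). DESeq2 called Gstm5 (0.033). All 20 libraries in one fit called Mif (0.028), Degs1 (0.035) and Gstm5 (0.020). The p-values of the authors' deposited table called Mif (0.012) when adjusted over the genes tested here. Adjusted over all genes tested, Nqo1 and Sptlc2 passed under no setting run. The paper looked at Mif, Nqo1, Degs1 and Sptlc2 because of an earlier study. Its methods give an FDR-adjusted q under 0.05 for RNA-Seq comparisons, but the text does not name the test behind these increases. Over how many genes the paper adjusted is not stated, so its threshold and the one over 14082 genes here may differ. For Hif1a, also named by the paper, edgeR gave 0.77 (adjusted p = 0.042).

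Values that match within their error are the folds of ω-/peroxisomal FAO, Ehhadh, Cyp4a10 and Cyp4a14, at 3.27, 7.75, 13.2 and 36.1 here and 3.1, 7.7, 13.1 and 35.8 in the paper. They rest on the authors' own counts, so the match is not independent evidence. The ω-/peroxisomal FAO list was written here and may not hold the same genes as the paper's group. The folds of Cyp4a10 and Cyp4a14 had wide errors and were 7.78 and 21.0 without liver c7, and 2.91 and 7.95 with sex as a covariate.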

Other observations

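No tests in this part were chosen after the result was seen. In standard diet HBs against livers, lists of the pathways that drive these tumors were higher: 13 of 14 Wnt targets and HB markers (mean log2 fold change 3.09, adjusted p from fry 5.8e-05), 8 of 10 YAP targets (2.67, 5.8e-05) and 24 of 26 proliferation genes (2.87, 1.5e-04), with 13, 8 and 25 when adjusted over the list alone. With an estimated correlation the adjusted p was 0.21, 0.21 and 0.35. The fetal proteoglycan gene Gpc3 had a log2 fold change of 6.42, the imprinted RNA H19 7.13, the Wnt target Axin2 3.67, the YAP targets Ankrd1 8.54 and Ctgf 3.98, and the mitotic genes Bub1 4.24 and Birc5 3.21. All 8 cholangiocyte markers were higher (8 when adjusted over the list alone, mean 4.18, 2.0e-05, adjusted p = 0.21 with an estimated correlation). Of 18 hepatocyte markers 12 were lower (13 when adjusted over the list alone, mean -2.05, 9.1e-05, adjusted p = 0.35 with an estimated correlation), among them Alb at -2.31 and Cyp3a11 at -4.18. The largest rises included Fgfbp1, a carrier of fibroblast growth factors, from 0.12 to 139 CPM.

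Complex I and complexes II to V were lower in those HBs, with 33 of 36 and 38 of 38 members (34 and 38 when adjusted over the list alone, means -0.91 and -1.04, adjusted p = 0.35 and 0.35 with an estimated correlation), and 62 of 79 ribosomal protein genes were higher (66 when adjusted over the list alone, mean 0.57, adjusted p = 0.81 with an estimated correlation).

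In livers, 12 of 30 NRF2 targets were higher on the DDDA diet (17 higher and 1 lower when adjusted over the list alone, mean 0.73, adjusted p from fry 3.8e-04, adjusted p = 0.018 with an estimated correlation). The glutathione S-transferases Gstm1 and Gstm4 rose from 1173 ± 252.4 to 3004 ± 312 CPM and from 59.0 ± 9.42 to 119 ± 13.0 CPM, and Gclc, which limits glutathione synthesis, from 295 ± 54.7 to 586 ± 97.7 CPM. Of 26 PPARα targets 8 were higher (10 when adjusted over the list alone, mean 0.96, 0.013, adjusted p = 0.36 with an estimated correlation), with an adjusted p of 0.064 without DL03. Fgf21, a fasting hormone, had a log2 fold change of 3.46 (adjusted p = 0.0059) and Igfbp1 2.80 (adjusted p = 0.017). Diet and sequencing run are confounded in these values.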
